# Developmental profiling of gene expression in soybean trifoliate leaves and cotyledons

**DOI:** 10.1186/s12870-015-0553-y

**Published:** 2015-07-03

**Authors:** Anne V. Brown, Karen A. Hudson

**Keywords:** Leaf senescence, Cotyledon senescence, *Glycine max*, Leaf development

## Abstract

**Background:**

Immediately following germination, the developing soybean seedling relies on the nutrient reserves stored in the cotyledons to sustain heterotrophic growth. During the seed filling period, developing seeds rely on the transport of nutrients from the trifoliate leaves. In soybean, both cotyledons and leaves develop the capacity for photosynthesis, and subsequently senesce and abscise once their function has ended. Before this occurs, the nutrients they contain are mobilized and transported to other parts of the plant. These processes are carefully orchestrated by genetic regulation throughout the development of the leaf or cotyledon.

**Results:**

To identify genes involved in the processes of leaf or cotyledon development and senescence in soybean, we used RNA-seq to profile multiple stages of cotyledon and leaf tissues. Differentially expressed genes between stages of leaf or cotyledon development were determined, major patterns of gene expression were defined, and shared genes were identified. Over 38,000 transcripts were expressed during the course of leaf and cotyledon development. Of those transcripts, 5,000 were expressed in a tissue specific pattern. Of the genes that were differentially expressed between both later stage tissues, 90 % had the same direction of change, suggesting that the mechanisms of senescence are conserved between tissues. Analysis of the enrichment of biological functions within genes sharing common expression profiles highlights the main processes occurring within these defined temporal windows of leaf and cotyledon development. Over 1,000 genes were identified with predicted regulatory functions that may have a role in control of leaf or cotyledon senescence.

**Conclusions:**

The process of leaf and cotyledon development can be divided into distinct stages characterized by the expression of specific gene sets. The importance of the WRKY, NAC, and GRAS family transcription factors as major regulators of plant senescence is confirmed for both soybean leaf and cotyledon tissues. These results help validate functional annotation for soybean genes and promoters.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0553-y) contains supplementary material, which is available to authorized users.

## Background

Soybean (*Glycine max*) is the world’s largest oilseed crop with many uses including oil, food, and biofuels. In 2013 over 75 million acres of soybean were grown in the US, for a total crop value of 42 billion dollars [1]. The completion of the soybean genome sequence in 2010 has accelerated progress in understanding the genetic control of many processes, as well as enabling functional genomics research towards crop improvement [2].

A leaf undergoes several important changes throughout its development. As the newly initiated leaf expands and gains photosynthetic competency, it undergoes a transition from nutrient sink to source, and later it undergoes senescence as nutrients are mobilized and exported prior to leaf abscission and a highly controlled process of cell death. During trifoliate leaf senescence in soybean, the nutrients that remain in the are transported to the developing seeds, therefore this process is crucial to yield and seed quality. If leaves senesce before seed development is complete (for example, as a result of a biotic stress in the form of foliar disease, or abiotic stress such as drought), the plant may suffer yield reductions up to 50 % [3], while senescence delay and extension of the seed filling period results in potentially increased yield [4]. Studies have also shown that a suppressed leaf senescence during water-deficient conditions can confer drought tolerance to tobacco plants [5]. Further understanding of the pattern of gene expression that is triggered during leaf senescence and how the initiation of leaf death is controlled presents an opportunity to maximize the photosynthetic period and potentially improve crop yields.

The cotyledon, a modified leaf that functions to sustain early seedling development follows a similar pattern, at least in soybean which undergoes epigeal phanerocotylar germination. Even among other legume species the cotyledon has a different fate – *Pisum* and *Phaseolus* cotyledons function exclusively as storage organs and do not attain photosynthetic competence, while in *Ricinius communis* the cotyledons lack the fleshy characteristics of soybean or common bean cotyledons and much more closely resemble leaves [6]. Establishment of the photosynthetic machinery in the soybean cotyledon is energetically costly for relatively little gain; it is thought that photosynthesis by soybean seedling cotyledons serves to balance respiratory losses soon after germination while the carbohydrate, lipid, and protein reserves are mobilized [7].

Previous expression profiling studies have identified genes associated with leaf development and senescence in the model plants *Arabidopsis* and maize and have further defined processes that occur during this period [8–10]. Genes that are up-regulated during senescence, termed senescence-associated genes (SAGs) encode proteins required for degradation, but which have roles in a variety of processes including defense responses, detoxification, and signaling. Genes that decrease in expression during senescence, referred to as senescence down-regulated genes (SDGs) primarily encode proteins involved with photosynthesis [11–13]. Along with SAGs and SDGs a number of transcription factors have been identified in various species that are implicated in the regulation of SAGs and SDGs [14–16]. The largest families of transcription factors associated with senescence include NAC, WRKY, MYB, C2H2 zinc finger, bZIP and AP2/EREBP [14, 15]. Some of these transcription factors have also been identified as highly expressed in the early seedling cotyledons [17]. Plant hormones play an important role in plant growth and development and also in the regulation of senescence. The salicylic acid, jasmonic acid and ethylene response pathways are known to be involved with plant defense responses and also positively regulate the senescence process, while cytokinins inhibit senescence [18, 19]. Studies in *Arabidopsis* have shown that mutants defective in salicylic acid signaling exhibit a delayed senescence and all three pathways are required for the expression of SAGs [20].

To characterize the temporal shifts in gene expression that underlie the biochemical and metabolic processes occurring in soybean leaves and cotyledons, and to identify the genes that govern these transitions, we performed RNAseq expression profiling on soybean leaves and cotyledons at multiple stages of the life cycle of each organ, including the stages before and during senescence. To more fully understand the mobilization of nutrient reserves in the cotyledon, we also examined the common and distinct processes between these two photosynthetic tissues.

## Results and discussion

### Stages and genes

Five stages were selected for profiling from the leaves from leaf opening to onset of senescence, which we refer to as L-I through L-V throughout this experiment. 

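For the leaf time course, trifoliates from 3 plants were sampled at each of 5 stages, and the 15 libraries were sequenced together in a single lane. By the paper's account, stages L-II to L-V were taken 21, 40, 49 and 56 days after L-I. The authors aligned the reads to soybean transcript models, discarded every read that matched more than 1 transcript, and scaled the remaining counts with DESeq's size factors. Most aligned reads were discarded in this step, so a family of close paralogs was seen only through the reads unique to each member. The deposited table lists DESeq's variance-stabilized values on the log2 scale for 73320 transcripts of 54175 genes. These values were converted back to normalized counts, which differed from those of Additional file 4 by a relative gap of at most 4.89e-06 for the transcripts listed there. In every library the normalized counts were whole multiples of a single value, so the number of reads on each transcript could be recovered. The median number of reads per library was 4466793 at L-I (1852184 to 4980727), 4597998 at L-II (4102589 to 5524963), 4750294 at L-III (3263428 to 6887154), 5136072 at L-IV (4415872 to 5832485) and 4889556 at L-V (3618502 to 5507841), with the lowest and highest library in parentheses. The paper gives 5000000 to 18000000 sequenced reads per leaf library, counted before alignment, whereas all values here rest on the recovered reads. Transcripts with at least 10 reads summed over the 3 replicates of at least 1 stage were tested, as in the paper's filter, which left 50940 transcripts. A single limma model with an intensity trend was fitted to log2(normalized count + 1) of all 15 libraries, and each pair of stages was compared within it. The p-values were adjusted by the Benjamini-Hochberg method over all transcripts of a comparison. A transcript was called differentially expressed at an adjusted p-value limit of 0.05 and an absolute log2 fold change over 1.5, the limits the paper gives. Where all 3 libraries of a stage held at most 3 reads of a transcript, its fold change is given as a lower bound. Gene lists were tested as sets with camera at a preset correlation between genes of 0.01, adjusted by the Benjamini-Hochberg method over 48 list-by-comparison tests, and again with the correlation estimated from the data. Bounds and intervals cover counting error only.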

Three stages of development were analyzed from soybean cotyledons, which we refer to as C-I through C-III. 

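For the cotyledon time course, 3 replicate pairs of cotyledons were sampled at each of 3 stages, and the 9 libraries were sequenced on another instrument than the leaf libraries, with 3 libraries per lane. Seedlings for stage C-I grew on a culture medium in closed boxes, and those for C-II and C-III grew in soil. Reads were counted and scaled as for the leaves, with size factors of their own, so levels were compared within each tissue only. The normalized counts recovered from the deposited values differed from those of Additional file 4 by a relative gap of at most 4.72e-06. The median number of reads per library was 8401348 at C-I (2389927 to 16450093), 5091676 at C-II (2163050 to 15297227) and 4607359 at C-III (3930823 to 20839594), with the lowest and highest library in parentheses. The deepest cotyledon library held 9.63 times the reads of the shallowest, against 3.72 times in leaf. The paper gives 5000000 to 54000000 mate-paired reads per cotyledon library before alignment. The filter left 53357 transcripts, which were tested with the model and limits described for the leaf.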

The stages of leaf and cotyledon samples collected are shown in Additional files 1 and 2, respectively. 

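Principal components were computed on log2(normalized count + 1) of the expressed transcripts of each tissue. The first component held 61.8% of the variance in the cotyledon and 49.5% in the leaf. The second held 14.8% and 13.0%. The mean distance between libraries of different stages was 1.94 times that between replicates of a stage in the cotyledon (exact one-sided permutation test, p = 0.00357, the smallest that the 280 groupings of 9 libraries can give). In the leaf this ratio was 1.55 (one-sided permutation test, p = 1e-05, the smallest that 100000 draws can give). With each library left out in turn, the ratio stayed between 1.87 and 2.07 in the cotyledon and between 1.50 and 1.59 in the leaf. Restricting the components to the 500 most variable transcripts moved them most, to 87.1% of the variance on the first component in the cotyledon and 76.1% in the leaf.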

Principal component analysis plots for leaf and cotyledon samples show consistency between biological replicates and significant differences between the stages selected for comparative analysis (Additional file 3). 

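In the leaf, the mean Euclidean distance between libraries was 372 from L-I to L-II, 266 from L-II to L-III, 254 from L-III to L-IV and 237 from L-IV to L-V, taken over the log2(normalized count + 1) of the expressed transcripts. Replicates lay at a mean distance of 263 at L-I, 235 at L-II, 220 at L-III, 173 at L-IV and 251 at L-V. The distance from L-IV to L-V was therefore below the mean distance between the L-V replicates, while L-I and L-V were 511 apart. In the cotyledon, C-I and C-II were 428 apart and C-II and C-III 290 apart, against 219, 221 and 177 between the replicates of C-I, C-II and C-III.

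**Figure D1:**
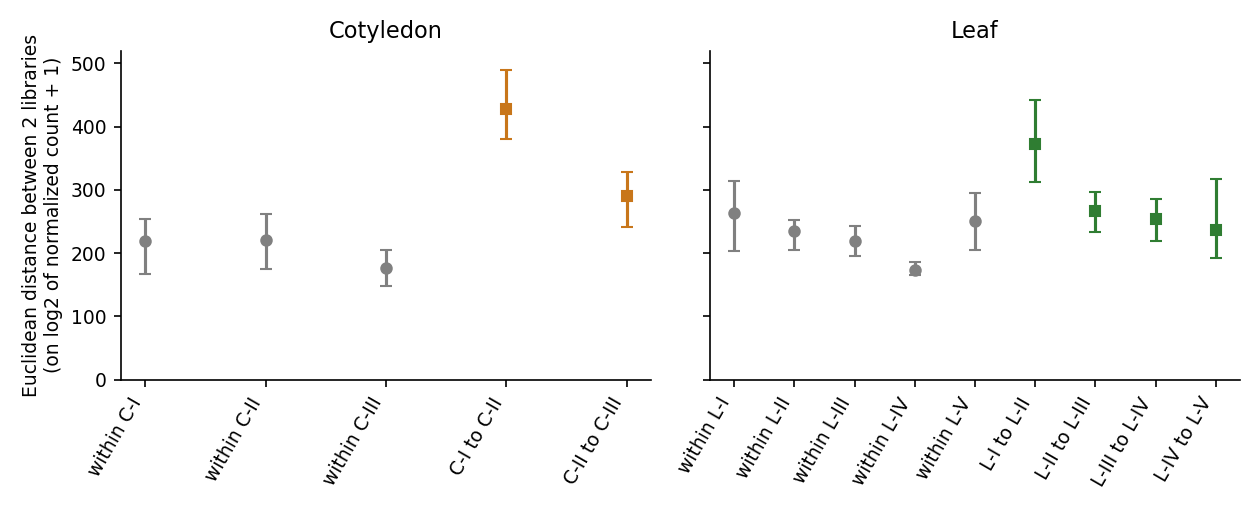
Euclidean distance between pairs of libraries on log2(normalized count + 1), within each stage (grey circles) and between adjacent stages (coloured squares), for cotyledon and leaf. Points are means and bars run from the lowest to the highest pair. The largest step lies between C-I and C-II (428) and, in the leaf, between L-I and L-II (372).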

Stages L-II and L-III as well as stages L-IV and L-V are similar to one another, but very different from stage L-I. Principal component analysis for the cotyledon data suggests that gene expression in stages C-II and C-III is overall more similar than between stages C-I (immediately post-emergence) and C-II. 

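With at least 10 reads over the replicates of at least 1 stage as the limit, 50940 transcripts of 38087 genes were expressed in leaf and 53357 transcripts of 39039 genes in cotyledon. These were 70.3% and 72.1% of the 54175 genes in the tables. The limit was 10 reads at any depth, so a library with more reads reached it for transcripts of lower abundance. The alternative that moved the leaf count most required 10 reads at every stage, which left 32388 transcripts.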

A total of 38,079 (70.2 %) transcripts from the Gmax189 version of the soybean genome annotation were found to be expressed during at least one stage of leaf development, while 39,039 transcripts (72.1 %) were found to be expressed during at least one stage of cotyledon development (Additional files 4 and 5).

### Genes expressed differentially during development and senescence

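Within the cotyledon time course, 20091 transcripts of 16709 genes were differentially expressed between at least 1 pair of stages, 30.8% of the genes in the table. Within the leaf time course, 21087 transcripts of 17991 genes were differentially expressed, 33.2% of the genes. The leaf has 10 pairs of stages and the cotyledon 3, so the totals rest on different numbers of comparisons. Over the alternatives the totals ran from 13299 (pseudocount of 5) to 30170 (adjusted p alone) transcripts in the cotyledon, and from 12108 (mean normalized count of at least 10) to 26587 (adjusted p alone) in the leaf. Which tissue had more depended on the setting. With the mean of at least 10, the cotyledon had 13430. By genes, the cotyledon also came first without replicate 1 of L-I (16535 in leaf) and without replicate 3 of L-I (16360 in leaf).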

Of the 54,175 genes in the soybean Gmax189 dataset, 12,497 genes (23.1 %) were found to be differentially expressed between at least two stages within the cotyledon timecourse while 9,500 genes (17.5 %) were differentially expressed between two stages of the leaf timecourse. Each differentially expressed gene was assigned to an expression profile based on significant fold change and expression across all of the stages in an organ order to identify major dynamic patterns of gene expression (Fig. 1). Overall, the set of differentially expressed genes through cotyledon and leaf development agree well with results of prior studies of leaf senescence in *Arabidopsis thaliana* and other plants. Close homologs for thirty-one percent (31 %) of genes identified as SAGs in *Arabidopsis* [13] were found to be differentially expressed in the leaf dataset, while 44 % were differentially expressed in the cotyledon dataset (Additional file 6). For example, *Arabidopsis* gene AtNAP (At1g69490) is a NAC transcription factor that has an important role in leaf senescence [21]. 

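Additional file 6 pairs the Arabidopsis senescence-associated genes with soybean homologs, of which 106 are in the tables. In the cotyledon 55 of them (51.9%) had a differentially expressed transcript, 33 with a rise and 23 with a fall. In the leaf 57 (53.8%) did, 39 with a rise and 23 with a fall, and 42 were differentially expressed in both tissues. Adjusted over the list alone, the counts were 55 in the cotyledon and 60 in the leaf. As a set, the homologs shifted by a median log2 fold change of 0.17 from C-I to C-III (camera, Benjamini-Hochberg adjusted p = 0.191) and 0.36 from L-I to L-V (adjusted p = 0.0757), neither past the limit. Single libraries moved these medians. Without replicate 1 of C-I the cotyledon median was 0.31, and without replicate 2 of L-I the leaf median was 0.55 and past the limit (adjusted p = 0.044), as it was without replicate 3 of L-V (0.50, adjusted p = 0.0343). The rotation test fry gave an adjusted p of 0.00122 for the cotyledon. Unlike camera, fry does not compare a list with the other transcripts, so this is no shift against them. Among the largest rises was Glyma11g02980.1, from 17.5 ± 3.87 (SD, n = 3) normalized counts at C-I to 4825 ± 1081 (SD, n = 3) at C-III, a log2 fold change of 8.02 (standard error 0.19, limma, Benjamini-Hochberg adjusted p = 3.43e-11). Glyma13g35560.1, annotated as NAC domain containing protein 2, rose from 3.68 ± 1.34 (SD, n = 3) at L-I to 281 ± 45.1 (SD, n = 3) at L-V, a log2 fold change of 5.94 (standard error 0.28, limma, Benjamini-Hochberg adjusted p = 1.55e-09). The acid phosphatase homolog Glyma07g01740.1 was at least 490.0-fold lower (limma, Benjamini-Hochberg adjusted p = 5.51e-08) at L-V than at L-I.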

The top soybean orthologs of this gene are Glyma13g35550, Glyma1g06150, Glyma20g04400, Glyma02g12220, and Glyma07g35630. All of these were found to be significantly upregulated in either cotyledon or leaf in this experiment suggesting conservation of function of this transcription factor in soybean leaf senescence.

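Glyma13g35550.1 was at 222 ± 87.8 normalized counts at C-I, 126 ± 38.9 at C-II and 503 ± 152 at C-III (SD, n = 3). From C-II to C-III its log2 fold change was 1.99 (standard error 0.31, limma, Benjamini-Hochberg adjusted p = 0.000737). In the leaf it went from 20.6 ± 15.4 at L-I to 653 ± 988 at L-V (SD, n = 3), a log2 fold change of 3.88 (standard error 1.00, limma, Benjamini-Hochberg adjusted p = 0.00551). Replicate 1 of L-V held 1794 normalized counts of it, and the other L-V libraries averaged 83.0. Glyma01g06150.1 rose from 28.3 ± 12.3 at C-I to 496 ± 129 at C-III (SD, n = 3), a log2 fold change of 4.14 (standard error 0.29, limma, Benjamini-Hochberg adjusted p = 1.48e-07). No read of it was counted at L-I, and it was at least 184-fold higher (limma, Benjamini-Hochberg adjusted p = 7.91e-08) at L-V, where its mean of 899 was 221 without replicate 1. Glyma02g12220.1 rose by 5.13 on the log2 scale from C-I to C-III (limma, Benjamini-Hochberg adjusted p = 4.1e-08) and was at least 158-fold higher (limma, Benjamini-Hochberg adjusted p = 5.65e-07) at L-V than at L-I. Its L-V mean of 769.9 was 297 without replicate 1, and its C-I mean of 15.7 was 9.90 without replicate 2. Glyma20g04400.2 fell by 2.31 on the log2 scale from C-I to C-II (limma, Benjamini-Hochberg adjusted p = 0.00316) and then rose to 34.8 ± 10.7 at C-III (SD, n = 3), a log2 fold change of 4.02 (standard error 0.52, limma, Benjamini-Hochberg adjusted p = 0.000171). It had too few reads in the leaf to be tested. Glyma07g35630.1 had means of 56.5 normalized counts at C-I, 36.1 at C-II and 109 at C-III. It rose by 1.57 from C-II to C-III (limma, Benjamini-Hochberg adjusted p = 0.000962). Of the 9 fits that each left out 1 library, 7 also called this rise. From L-I to L-V it rose by 2.35 (limma, Benjamini-Hochberg adjusted p = 0.0193), called in 13 of 15 such fits, and its L-V mean of 33.9 was 8.50 without replicate 1. From the higher expression of these orthologs in one tissue or the other, the paper proposes that the function of AtNAP is conserved in soybean leaf senescence.

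**Figure D2:**
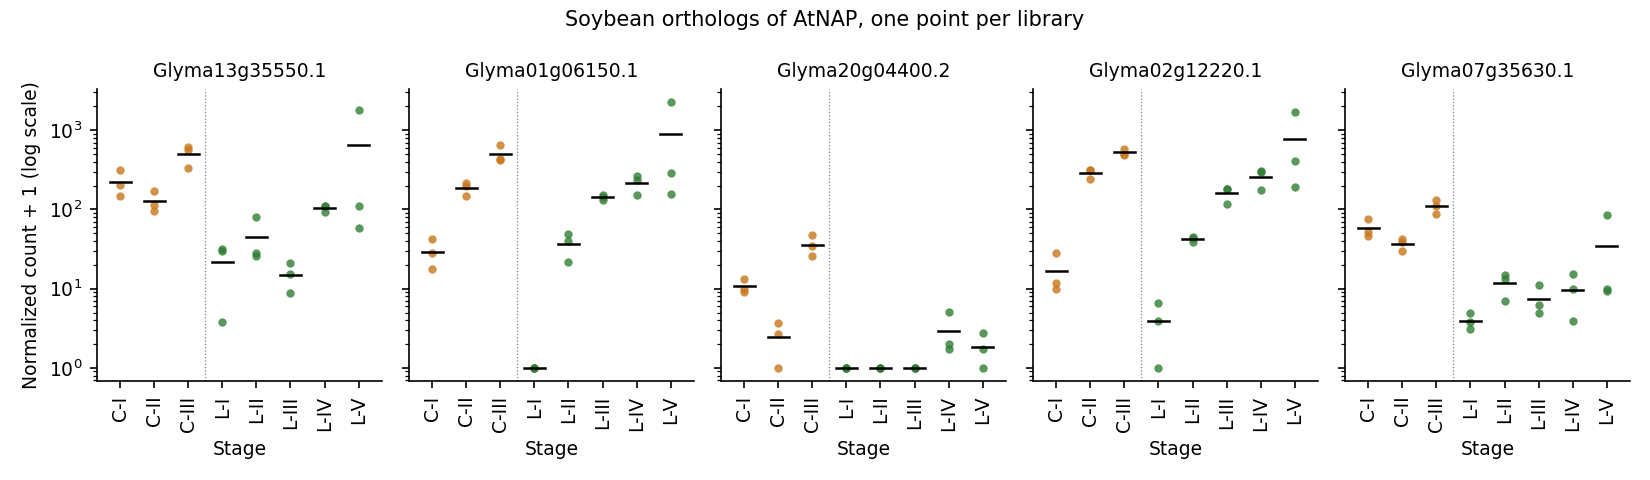
Normalized counts plus 1 (log axis) of the 5 soybean orthologs of AtNAP in each library, by stage. Each point is a library, orange for cotyledon and green for leaf, and black lines are means of 3 replicates. At L-V replicate 1 lies above the other replicates of Glyma13g35550.1, with 1794 normalized counts against a mean of 83.0.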

**Fig. 1:**
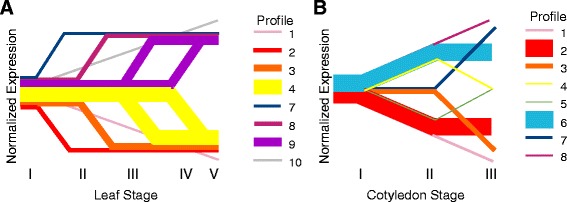
Differentially expressed gene profiles in leaf and cotyledon development. Differentially expressed genes from (**a**) leaves and (**b**) cotyledons were classified into expression profiles based on significant changes in gene expression between subsequent stages. Line thickness is proportional to the number of genes included in each profile. See Methods for more detail

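Each differentially expressed transcript was assigned to a profile by rule. In the cotyledon the calls from C-I to C-II and from C-II to C-III decided, but transcripts called only from C-I to C-III were placed too. Profiles 2 and 6 therefore hold more than the 7348 transcripts that fell and the 6188 that rose from C-I to C-II. In the leaf the first stage that differed from an earlier one and its direction decided, with calls in both directions as profiles 5 and 6. The leaf assignment by rule stands in for the manual evaluation that the paper describes. In the cotyledon, profile 2 held 8477 transcripts, profile 6 held 7034, profile 3 held 1343 and profile 7 held 1088. Profiles 1, 4, 8 and 5 held 645, 644, 487 and 373. In the leaf, the transcripts in profiles 1 to 10 numbered 292, 4438, 2730, 4252, 349, 575, 1919, 1884, 4408 and 240. Single libraries decided the size of some profiles. Without replicate 2 of L-IV, leaf profile 10 held 98 transcripts, and without replicate 1 of L-III leaf profile 1 held 134. Leaf profile 2 held 2930 without replicate 3 of L-I. Cotyledon profile 5 held 247 without replicate 3 of C-III, and profile 7 held 721 without replicate 2 of C-III.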

### Temporal pattern of leaf gene expression

To characterize the biochemical and physiological processes occurring during different stages of leaf development, we used Gene Ontology Term (GO-term) enrichment analysis [22] to identify groups of genes involved in similar functions that were significantly enriched within the co-regulated gene sets that were identified. A table listing all enriched GO-terms and associated genes identified in each leaf or cotyledon expression profile is given in Additional file 7, and summarized in Figs. 2 & 3. 

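The gene lists for these terms come from the leaf sheets of Additional file 7. The paper chose them from genes that changed in these libraries, so the tests of the lists in leaf, and the counts adjusted over the list alone, are not independent evidence. From L-I to L-II all 9 genes for plant-type cell wall loosening fell, with a median log2 fold change of -4.08 (-3.24 with transcripts at the limit of detection set to their bounds), as did all 12 polygalacturonase genes (median -4.51, -3.17 with bounds) and all 34 genes for lipid metabolic process (median -4.67, -3.72 with bounds). From L-I to L-III all 22 genes for secondary cell wall biogenesis fell (median -3.76, -2.63 with bounds), all 18 for cellulose biosynthesis (median -3.30, -2.55 with bounds) and all 30 for xylan biosynthesis (median -3.98, -2.58 with bounds). Adjusted over the list alone, the counts of falling genes were the same. The adjusted p from camera ran from 6.4e-39 for lipid metabolic process to 2.88e-12 for cell wall loosening, and with the estimated correlation from 3.88e-05 to 0.013, so each of the 6 lists was past the limit both ways. Glyma03g41330.1, a lipase of the GDSL type, had 2437 ± 759 (SD, n = 3) normalized counts at L-I and none at L-II, at least 798-fold lower (limma, Benjamini-Hochberg adjusted p = 1.12e-06). Expansin 11 (Glyma17g37990.1) was at least 8.51-fold lower (limma, Benjamini-Hochberg adjusted p = 6.31e-07) at L-II. Cellulose synthase A4 (Glyma09g05630.1), which belongs to all 3 of the later lists, went from 109.6 ± 49.8 (SD, n = 3) at L-I to 2.01 ± 2.77 (SD, n = 3) at L-III, a log2 fold change of -5.50 (standard error 0.80, limma, Benjamini-Hochberg adjusted p = 9.34e-05).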

Genes belonging to profile 2 or 3 that decreased significantly between stage L-I and L-II or L-III fell into several classes, predominantly associated with cell growth and expansion, cell wall biosynthesis, cell wall thickening and loosening, as well as the development of the epidermal cell layer and cuticular wax biosynthesis (Fig. 2). This finding is consistent with the L-I stage being critical for leaf expansion and maturation (Leaves are fully expanded by stage L-II). 

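Of the 181 photosynthesis genes that the paper lists for leaf profile 4, 7 fell from L-III to L-IV and 67 from L-III to L-V, and 0 rose. The falls numbered 11 and 98 when adjusted over the list alone, and the list was chosen on these libraries. With an unadjusted p-value below 0.05, 1 and 0 rose. The median log2 fold change was -0.85 from L-III to L-IV, and -0.54 without replicate 1 of L-III. From L-III to L-V it was -1.51. As sets both shifts were past the limit of camera (adjusted p = 1.13e-21 and 2.64e-39), and neither was with the estimated correlation (adjusted p = 0.202 and 0.098). With the rotation test fry the first shift was outside the limit (adjusted p = 0.112), the only one of the 48 tests of lists to lose its call with fry. From L-III to L-V, 22 of 72 genes for chlorophyll biosynthesis fell (median -1.28, camera adjusted p = 5.44e-24), as did 26 of 62 for the response to red light (median -1.49, adjusted p = 1.64e-23). With the estimated correlation these gave 0.114 and 0.1. Glyma16g28070.1, a light-harvesting chlorophyll-protein, went from 387 ± 221 (SD, n = 3) normalized counts at L-III to 3.92 ± 3.16 (SD, n = 3) at L-V, a log2 fold change of -6.37 (standard error 0.89, limma, Benjamini-Hochberg adjusted p = 0.000705).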

Genes associated with photosynthetic processes and light response decreased in expression during the later stages of L-IV and L-V (profile 4) consistent with the decline of photosynthesis as the tissues began to senesce. Genes expressed at higher levels in the later stages (profile 10) function in arginine and glutamate transport, consistent with remobilization of amino acids (nitrogen) from the senescing tissues. 

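From L-I to L-V all 8 genes listed for basic amino acid transport rose, with a median log2 fold change of 4.74 (2.07 with bounds; camera adjusted p = 2.85e-13, 0.00198 with the estimated correlation). The lists for arginine and for glutamate transport hold the same 4 genes, and all of these rose (median 5.52, 3.29 with bounds; adjusted p = 6.99e-08). These lists were also chosen by the paper on the leaf libraries. Amino acid transporter 1 (Glyma09g21070.2) had at most 3 reads in each L-I library and 326 ± 121 (SD, n = 3) normalized counts at L-V, at least 66.9-fold higher (limma, Benjamini-Hochberg adjusted p = 2.55e-08). All 8 genes for basic amino acid transport were also called higher in a later cotyledon stage.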

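All 7 genes that Additional file 7 lists for sulfate assimilation rose from L-I to L-II, with a median log2 fold change of 3.12 (2.90 with bounds; camera adjusted p = 6.03e-11, 0.013 with the estimated correlation). The paper chose the list from genes that rose early in these libraries. The largest rise was that of thioredoxin 2 (Glyma18g49020.1), which reached 59.6 ± 41.5 (SD, n = 3) normalized counts at L-II and was at least 12.2-fold higher (limma, Benjamini-Hochberg adjusted p = 0.000281) than at L-I.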

Seven genes with predicted roles in sulfate assimilation are upregulated early (profile 7) which is consistent with the previously observed developmental regulation of the ATP sulfurylase genes [23]. 

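Of 71 genes that the paper lists for defense response in leaf, 68 had risen by L-III, with a median log2 fold change from L-I of 3.03 (1.51 with bounds; camera adjusted p = 1.5e-35, 0.024 with the estimated correlation). From L-III to L-V, 26 of 160 genes for the response to chitin rose (median 0.98, camera adjusted p = 3.36e-19) and 7 of 43 for the regulation of defense response (median 0.87, adjusted p = 7.53e-09). With the estimated correlation neither of these later shifts was past the limit (adjusted p = 0.0732 and 0.076). The lists were chosen on these libraries. Receptor like protein 19 (Glyma16g28410.1) was at least 28.7-fold higher (limma, Benjamini-Hochberg adjusted p = 2.41e-06) at L-III than at L-I, and its L-III mean of 139.7 normalized counts was 92.4 without replicate 2.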

A significant number of genes potentially involved in disease resistance and defense responses were also upregulated after stage L-III, which is consistent with the overlapping functions of many senescence-associated genes in responses to biotic stress (reviewed in [24]).

**Fig. 2:**
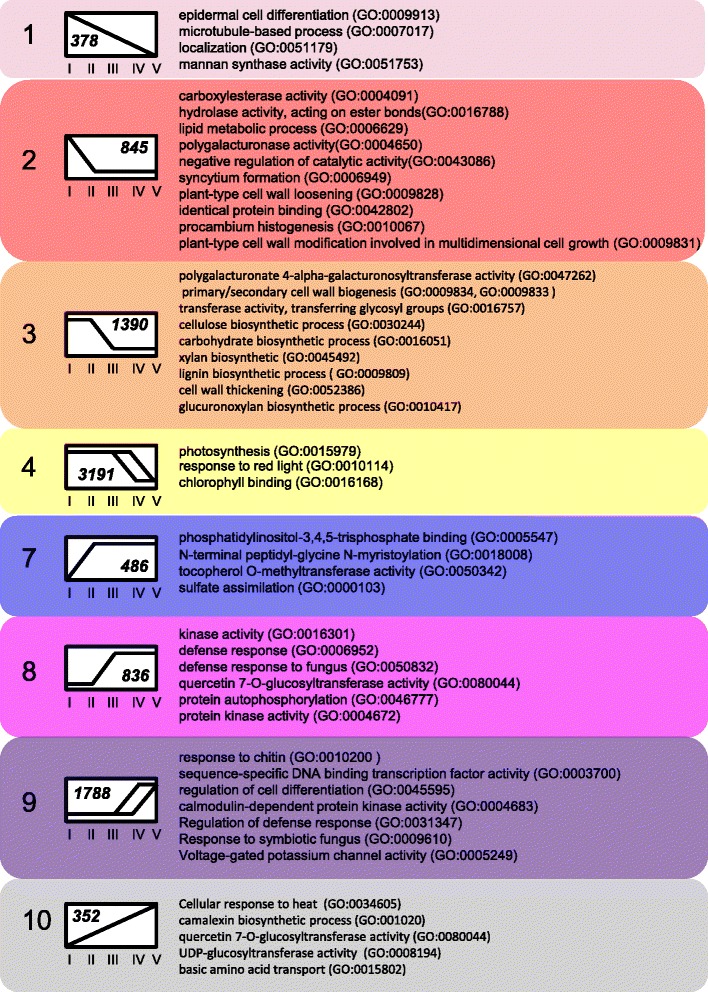
Significant GO term associations in leaf developmental patterns. Gene Ontology (GO) terms that were significantly enriched in the identified gene expression profiles from developing leaves are shown. The number of genes included in each profile is shown in the box that represents the expression pattern of the included genes. A full listing of significant GO-terms can be found in Additional file 7

**Fig. 3:**
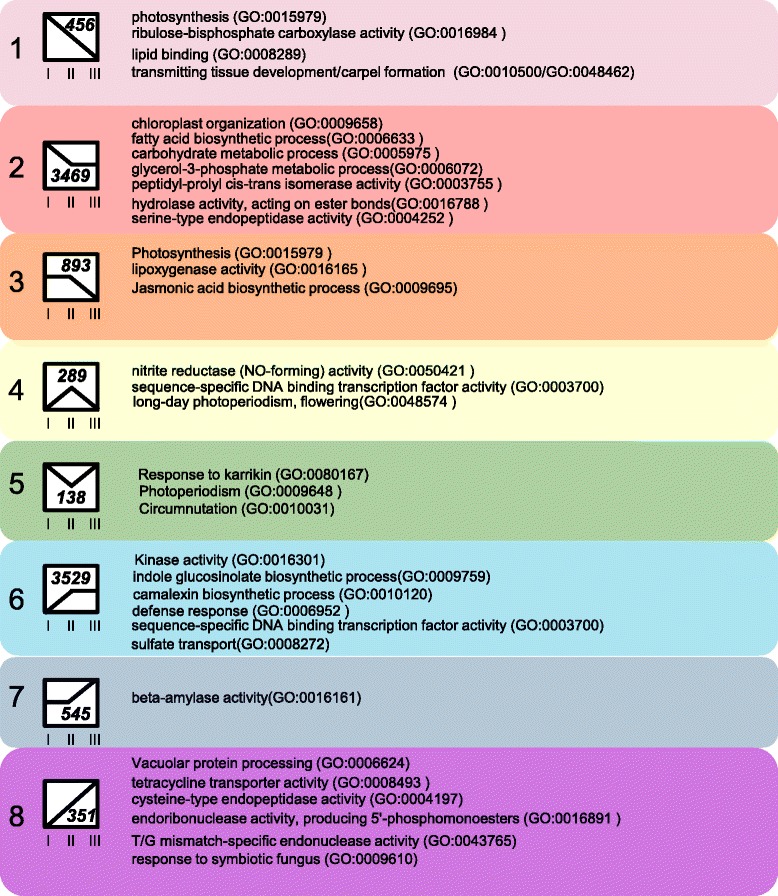
Significant GO associations in cotyledon development. Gene Ontology (GO) terms that were significantly enriched in the identified gene expression profiles from the cotyledon gene expression timecourse are shown. The number of genes included in each profile is shown in the box that represents the expression of the included genes. Full listing of significant GO-terms can be found in Additional file 7

### Temporal pattern of cotyledon gene expression

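Some of the paper's sheets were available only in part, and 3 genes there were annotated as beta-amylase. Of these, Glyma01g41190.1, a chloroplast beta-amylase, rose from 186 ± 43.1 (SD, n = 3) normalized counts at C-II to 1054 ± 107 (SD, n = 3) at C-III, a log2 fold change of 2.51 (standard error 0.19, limma, Benjamini-Hochberg adjusted p = 2.6e-06). Beta-amylase 5 (Glyma06g45700.1) fell from 141 ± 25.4 (SD, n = 3) to 42.3 ± 4.84 (SD, n = 3), a log2 fold change of -1.70 (standard error 0.25, limma, Benjamini-Hochberg adjusted p = 0.000492). As a set the 3 were outside the limit of camera from C-II to C-III (median 0.37, adjusted p = 0.357) and past it with the rotation test fry (adjusted p = 0.00945). With 1 gene rising and 1 falling, the set has no single direction by calls, and its median was 0.16 without replicate 3 of C-II. The only vacuolar processing enzyme gene in the available part of these sheets, a protease, was called higher in a later stage of both tissues. From C-I to C-III, 7447 transcripts rose and 8988 fell. From C-II to C-III, 1948 rose and 2632 fell.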

Genes that increased in expression between stages C-I and C-III (profile 8) or C-II and C-III (profile 7) were implicated in protein and starch breakdown (Fig. 3). Genes in profiles 4 and 6 that increase in expression between stage C-I and C-II have roles in defense response, nitrate assimilation, and sulfate transport. 

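From C-I to C-II, 47 of the 65 tested genes of the leaf defense response list rose and 1 fell, with a median log2 fold change of 2.26 (1.54 with bounds; camera adjusted p = 5.82e-16, 0.0425 with the estimated correlation). The number that rose was 50 adjusted over the list alone. Of 158 genes for the response to chitin, 86 rose and 2 fell (median 1.71, adjusted p = 4.44e-21, and 0.0504, outside the limit, with the estimated correlation). The lists were chosen on the leaf libraries, not on these. Of the 24 tested nitrate transporters of Additional file 8, 8 rose and 6 fell (median 0.73, 0 with bounds; camera adjusted p = 0.117; fry adjusted p = 0.000313). Nitrate transporter 1.1 (Glyma11g03430.1) rose from 9.04 ± 1.46 (SD, n = 3) to 443 ± 131 (SD, n = 3) normalized counts, a log2 fold change of 5.44 (standard error 0.25, limma, Benjamini-Hochberg adjusted p = 1.12e-08). A disease resistance gene of the TIR-NBS-LRR class (Glyma20g02472.1) reached 241 ± 83.3 (SD, n = 3) from 2.24 ± 1.95 (SD, n = 3), a log2 fold change of 6.45 (standard error 0.49, limma, Benjamini-Hochberg adjusted p = 5.14e-07).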

A large number (3469, or approximately 10 % of the total number of genes observed to be expressed in cotyledons) decreased in expression between stages C-I and C-II (profile 2) and these genes appear to function in lipid and carbohydrate metabolism and proteolysis, consistent with the role of cotyledons in mobilizing reserves to the developing seedling shortly after germination [17]. 

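From C-I to C-II, 7348 transcripts fell and 6188 rose, and 7038 genes were placed in profile 2 by the rule given for the profiles. The balance depended on scaling, filter and a single library. With TMM factors 6801 fell and 6656 rose, with a mean normalized count of at least 10, 4510 fell and 4734 rose, and without replicate 3 of C-I 6137 fell and 6193 rose. With libraries thinned to the shallowest, chosen after the tables had been examined, 5245 fell and 5286 rose. Of the 28 tested genes of the leaf lipid metabolic process list, 16 fell. The median log2 fold change was -2.99, and -0.82 with the 16 transcripts at the limit of detection set to their bounds (camera adjusted p = 1.46e-07, 0.0163 with the estimated correlation). Li-tolerant lipase 1 (Glyma03g41310.1) had 252 ± 57.0 (SD, n = 3) normalized counts at C-I and none at C-II, at least 56.6-fold lower (limma, Benjamini-Hochberg adjusted p = 5.02e-08). All C-I seedlings grew on the culture medium and all C-II seedlings in soil, so stage and growth condition cannot be told apart in this comparison. From the functions of the genes that fell, the paper reasons in terms of the role of cotyledons in mobilizing reserves to the seedling shortly after germination.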

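Of 48298 transcripts tested in both tissues, 5217 were differentially expressed both from C-I to C-II and from L-I to L-III, against 2461 if the calls were independent (odds ratio 5.19). Both rose for 2018 and both fell for 2855. Of those shared, 93.4% changed in the same direction (95% Wilson interval 92.7% to 94.0%), and 344 changed in opposite directions. All leaf stages grew in soil, whereas C-I and C-II differ in both stage and growth medium. Transcripts are not independent of one another, so the odds ratio and the interval describe the overlap without testing it.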

Some of the changes in gene expression observed between C-I and C-II may be due to the differences in the growth conditions for these tissues, however we can infer that the genes that respond in a similar pattern in L-I and L-III may be developmentally rather than environmentally induced. 

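From C-II to C-III, 129 of 181 genes of the leaf photosynthesis list fell, with a median log2 fold change of -1.98 (camera adjusted p = 7.7e-67, 0.0067 with the estimated correlation). When adjusted over the list alone, 133 fell and 1 rose. Of 72 genes for chlorophyll biosynthesis, 31 fell (median -1.17, adjusted p = 8.79e-26, 0.0224 with the estimated correlation). Genes annotated as a lipoxygenase or with allene oxide stood in for jasmonate synthesis. No annotation of that pathway was used, so its change was not tested as such. Of the 22 tested, 13 fell and 1 rose, with a median of -2.74 (-0.93 with bounds, camera adjusted p = 1.12e-13, 0.00388 with the estimated correlation). The gene annotated as lipoxygenase 1 (Glyma07g00900.1) went from 55585 ± 14091 (SD, n = 3) normalized counts to 276 ± 57.0 (SD, n = 3), a log2 fold change of -7.64 (standard error 0.24, limma, Benjamini-Hochberg adjusted p = 4.11e-09). The lipoxygenase Glyma08g10840.1 moved the other way, from 102 ± 31.7 (SD, n = 3) to 379 ± 84.0 (SD, n = 3), a log2 fold change of 1.90 (standard error 0.24, limma, Benjamini-Hochberg adjusted p = 0.000122).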

Genes that decrease in stage C-III (profiles 1 and 3) are primarily involved in the biosynthesis and maintenance of the photosynthetic complex, and jasmonic acid biosynthesis.

A significant number of genes included in cotyledon profile 6 (upregulated early) are annotated as sulfate transporters. 

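Additional file 8 lists 39 genes as sulfate transporters, of which 31 could be tested in cotyledon. From C-I to C-II, 17 rose and 2 fell, with the same counts when adjusted over the list alone. Their median log2 fold change was 1.57 (0.91 with bounds; camera adjusted p = 1.06e-06, 0.0463 with the estimated correlation). Sulfate transporter 2;1 (Glyma11g36210.1) rose from 11.5 ± 8.98 (SD, n = 3) to 180.4 ± 20.6 (SD, n = 3) normalized counts, a log2 fold change of 4.17 (standard error 0.45, limma, Benjamini-Hochberg adjusted p = 1.07e-05); its C-I mean was 6.77 without replicate 3. Another gene with the same annotation, Glyma14g34170.1, fell from 472 ± 91.5 (SD, n = 3) to 95.2 ± 21.7 (SD, n = 3), a log2 fold change of -2.31 (standard error 0.21, limma, Benjamini-Hochberg adjusted p = 2.41e-06).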

Nitrogen (N), Potassium (K), Phosphorus (P), and Sulfur (S) are major nutrients mobilized from yellowing leaves to new growth or developing seeds. It was shown that N, P, K, and S levels drop dramatically during *Arabidopsis* leaf senescence, with a loss of over 60 % of the initial nutrient content [25]. To understand the role of transcriptional regulation in the process of nutrient mobilization, we examined the response of the all of genes annotated as transporters of nitrogen, sulfur, potassium, or phosphorus. Approximately half of the annotated or BLASTP-identified N transport genes were expressed at levels below the threshold of detection of this experiment, but many of the transporter genes expressed at high levels were identified as differentially regulated. These genes are listed in Additional file 8. 

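Of the 57 nitrate and ammonium transporter genes in Additional file 8, 25 (43.9%) had too few reads to be tested in the cotyledon, and as many in the leaf. Of the 32 tested in each tissue, 22 had a differentially expressed transcript in the cotyledon and 22 in the leaf. Adjusted over the list alone these counts were 22 and 24. Below the limit of 10 reads over 3 libraries expression was not detectable at this depth, which does not show that a gene is silent.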

Fig. 4 shows the differentially expressed N (ammonium and nitrate) and S transporters in the cotyledon and leaves. The upregulated nitrate transporters predominantly belong to the NPF2, NPF4, and NPF7 families, with an affinity for nitrate or dipeptide transport, and related to the Arabidopsis NRT1.7 with a role in source-sink remobilization of N [26, 27]. Consistent with results from *Arabidopsis*, nitrogen and sulfate transporter genes are expressed at higher levels in the later stages of both the leaves and cotyledon. 

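From C-I to C-III the sulfate transporters rose by a median log2 fold change of 2.37 (1.82 with bounds), with 22 genes rising and 2 falling (camera adjusted p = 1.46e-07, 0.0411 with the estimated correlation). From L-I to L-V their median was 1.47 (1.04 with bounds), with 14 rising and 1 falling (adjusted p = 7.36e-07, 0.0488). The nitrogen transporters moved less together. From C-I to C-III 15 rose and 4 fell (median 0.71, 0.36 with bounds; camera adjusted p = 0.0105, 0.0949 with the estimated correlation), and the median was 1.48 without replicate 3 of C-I. From L-I to L-V 10 rose and 6 fell (median 0.45, 0 with bounds; adjusted p = 0.0494, 0.221 with the estimated correlation). Without replicate 1 of L-I this median was 0.11 and outside the limit (adjusted p = 0.15), and without replicate 2 of L-I it was 1.08. The set was also outside the limit without replicate 1 (0.0556) or 2 (0.054) of L-II, replicate 3 of L-III (0.0524), or replicate 1 (0.0548) or 2 (0.0862) of L-V. The same held with TMM factors (0.075), the replicate number as a block (0.0589), only the compared stages (0.0675) and no filter (0.15, median -0.14), and adjusted p ran over the alternatives from 0.00149 to 0.221. The ammonium transporters rose by a median of 2.15 from C-I to C-II (0.41 with bounds; adjusted p = 0.00112, 0.0539 with the estimated correlation) and by 2.58 from L-I to L-V (1.34 with bounds; adjusted p = 0.000214, 0.0122). Of the 24 tested nitrate transporters, 6 rose and 6 fell from L-I to L-V (median -0.30, adjusted p = 0.592), and the median was 0.35 without replicate 3 of L-V, 0.27 without replicate 2 of L-I and 0.17 without replicate 3 of L-I.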

Of 39 transcript models annotated as sulfate transporters, 22 were upregulated between stages C-I and C-II in cotyledons, and 14 were significantly upregulated in leaf tissues, and eleven of these were common to both sets. 

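The 17 sulfate transporter genes that rose from C-I to C-II included 13 of the 21 that rose between some pair of leaf stages. Sulfate transporter 2;1 (Glyma08g14700.1) was at least 247-fold higher (limma, Benjamini-Hochberg adjusted p = 1.5e-06) at L-V than at L-I, with a mean of 1205 normalized counts at L-V that was 711 without replicate 1. It was also at least 64.1-fold higher (limma, Benjamini-Hochberg adjusted p = 2.22e-05) at C-III than at C-I. Glyma14g34170.1 fell in the leaf as well, from 294 ± 53.0 (SD, n = 3) at L-I to 55.9 ± 34.8 (SD, n = 3) at L-V, a log2 fold change of -2.56 (standard error 0.58, limma, Benjamini-Hochberg adjusted p = 0.00243).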

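Between some pair of stages, 17 nitrogen transporter genes rose and 8 fell in the cotyledon. In the leaf 15 rose and 10 fell, the latter 6 without replicate 3 of L-I. Rises in both tissues were found for 10 genes. Ammonium transporter 1;1 (Glyma10g26690.1) rose from 89.5 ± 35.7 (SD, n = 3) to 1662 ± 31.1 (SD, n = 3) normalized counts in the cotyledon, a log2 fold change of 4.28 (standard error 0.24, limma, Benjamini-Hochberg adjusted p = 4.91e-08), and from 54.9 ± 19.5 (SD, n = 3) at L-I to 3032 ± 1201 (SD, n = 3) at L-V, a log2 fold change of 5.76 (standard error 0.41, limma, Benjamini-Hochberg adjusted p = 6.04e-08). Nitrate transporter 1.7 (Glyma18g16490.1) rose from 10.5 ± 6.55 (SD, n = 3) at L-I to 4466 ± 3528 (SD, n = 3) at L-V, a log2 fold change of 8.51 (standard error 0.78, limma, Benjamini-Hochberg adjusted p = 5.72e-07); the L-V mean was 2435 without replicate 1. Nitrate transporter 1:2 (Glyma05g01380.3) fell and was at least 3.8-fold lower (limma, Benjamini-Hochberg adjusted p = 0.00068) at L-V.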

N transporters were also upregulated in both leaves and cotyledons. Potassium and phosphate transporters were differentially expressed during leaf and cotyledon development and senescence, but demonstrated less coordinated regulation (Additional file 8).

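Of 51 potassium transporter genes, 21 were differentially expressed in the cotyledon (17 with a rise, 7 with a fall) and 19 in the leaf (10 and 10). Of 41 phosphate transporter genes, 17 were differentially expressed in the cotyledon (14 and 3) and 14 in the leaf (8 and 6). Rises in both tissues were found for 4 potassium and 6 phosphate transporters. From C-I to C-III the potassium transporters had a median log2 fold change of 0.77 (0.32 with bounds; camera adjusted p = 0.016, 0.0411 with the estimated correlation) and the phosphate transporters 0.91 (0.08 with bounds; adjusted p = 0.00501, 0.0817). The phosphate median was 0.60 without replicate 2 of C-III. Neither set was past the limit of camera from L-I to L-V (medians 0.07 and 0.28, adjusted p = 0.378 and 0.166). With the rotation test fry the phosphate set was past it (adjusted p = 0.0293). The potassium median changed sign without replicate 2 of L-I (-0.00577), replicate 3 of L-I (-0.00482) or replicate 1 of L-V (-0.00399), and the phosphate median was 0.01 without replicate 1 of L-V. Phosphate transporter 1;9 (Glyma07g34870.1) rose in the leaf from 3.64 ± 3.16 (SD, n = 3) to 188 ± 9.17 (SD, n = 3) normalized counts, a log2 fold change of 5.77 (standard error 0.65, limma, Benjamini-Hochberg adjusted p = 4.51e-06). Phosphate transporter 4;2 (Glyma07g17440.1) fell from 286 ± 27.5 (SD, n = 3) to 1.19 ± 2.06 (SD, n = 3), a log2 fold change of -7.43 (standard error 0.60, limma, Benjamini-Hochberg adjusted p = 1.57e-07).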

**Fig. 4:**
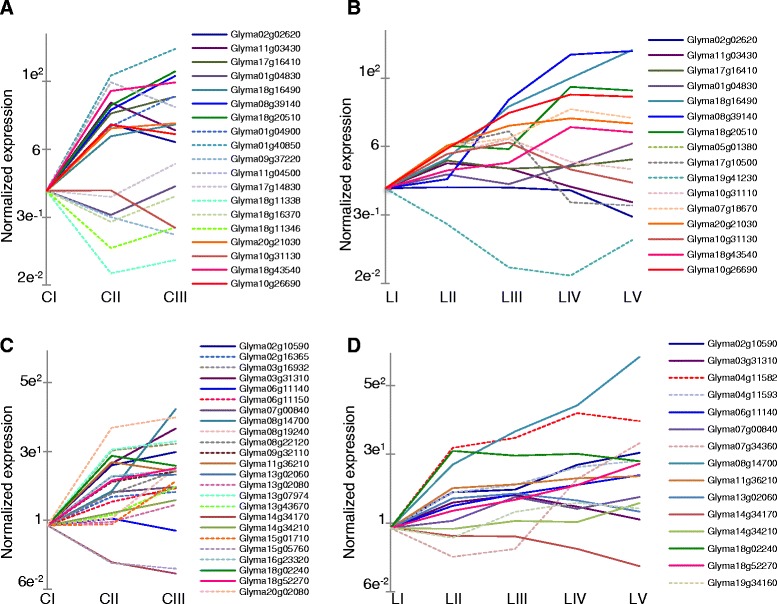
Regulation of N and S transporter genes. Differentially expressed genes annotated as N transporters in (**a**) cotyledons and (**b**) leaves. Blue and green lines represent nitrate transporters, pink and red lines represent ammonium transporters. Solid lines represent genes that were differentially expressed in both tissues, while dashed lines show genes that were differentially expressed in either cotyledons or leaves. Genes annotated as sulfate transporters from the cotyledons are shown in (**c**) and from the leaves in (**d**) Y-axis is log_2_ scale

### Modifications of the leaf expression blueprint to program a nutrient reserve

We determined that 36,012 transcripts (87.6 %) were expressed in both the cotyledon and the leaf, while the remainder of the genes showed evidence for specificity to either leaves or cotyledons in this experiment (Additional file 9). 

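With the same read limit in each tissue, 48298 transcripts were expressed in both, 86.2% of the 55999 expressed in either. Counted by gene, 36013 of 41113 (87.6%) were expressed in both. A lower limit of 3 reads raised the shared transcripts to 57323. A limit of 10 reads at every stage reduced them to 31220.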

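Transcripts over the read limit only in cotyledon numbered 5059 (9.03%) and those over it only in leaf 2642 (4.72%), which by gene were 3026 (7.36%) and 2074 (5.04%). Most were near the limit. The median of their reads in the highest stage was 18 in each set, and 54.0% and 52.0% had under 20 reads there. No read at all in the other tissue was found for 300 of the cotyledon set (5.93%) and 290 of the leaf set (11.0%). The deepest cotyledon library held 20839594 reads and the deepest leaf library 6887154. Not all cotyledon libraries were deeper, since the C-III median of 4607359 was below those of L-III, L-IV and L-V. With every library thinned to the 1852184 reads of the shallowest the order reversed, to 3122 transcripts in cotyledon only and 5970 in leaf only. With the other limits tried, without thinning, the cotyledon set stayed the larger, for example 5590 against 3748 with a mean normalized count of at least 10 in some stage.

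**Figure D3:**
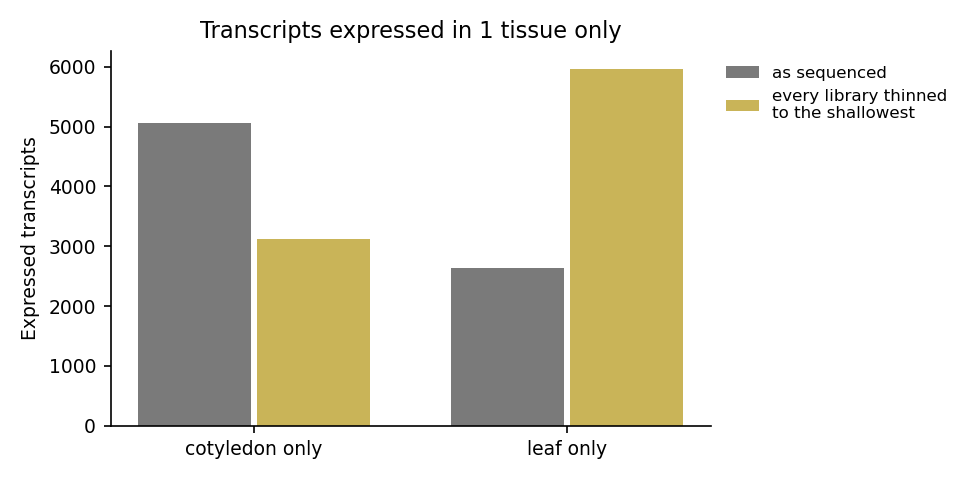
Number of transcripts over the read limit in 1 tissue only, as sequenced (grey) and with every library thinned to the depth of the shallowest (yellow). As sequenced there are 5059 in cotyledon only and 2642 in leaf only, and after thinning 3122 and 5970.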

A total of 3,027 (7.4 %) genes were only present in cotyledons and 2,067 genes (5.0 %) were only expressed in the leaf (Fig. 5). Over-represented GO-terms associated with the cotyledon-specific genes suggest the mobilization of cotyledon-specific nutrients, including the response to trehalose stimulus and alpha-glucan/water dikinase activity. The chloroplast protein alpha-glucan water dikinase 1 mediates the incorporation of phosphate into starch-like alpha-glucan, mostly at the C-6 position of glucose units in *Arabidopsis.* This acts as an overall regulator of starch mobilization, and is required for starch degradation [28]. The β**-**amylase enzymes are involved in the hydrolysis of starch and an important step in germinating seedlings, and post germination growth [29, 30]. Over-represented functions for the leaf-specific genes include categories associated with photoperiodism and flower development, consistent with these processes occurring long after the cotyledons have senesced.

**Fig. 5:**
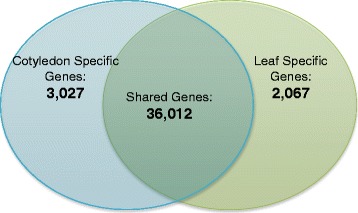
Leaf and cotyledon specific genes. Of the 41,106 genes identified as expressed in the experiment, 7.4 % of genes were expressed exclusively in the cotyledons, 5 % of the genes were expressed only in the leaf, and more than 87 % were shared between the two tissues. The list complete list of genes that demonstrated tissue specific expression is included in Additional file 9

Genes expressed in both leaf and cotyledon tissues, and which demonstrated significant differential expression between both C-II and C-III and L-III and L-IV (genes that change in expression in anticipation of tissue senescence in both organs) were shown to have a significant overlap, and 99.0 % of these genes shared the same direction of change (up- or down-regulation) in both tissues. This may indicate that the control of the later phases of senescence uses the same molecular machinery in both tissues (Additional file 10). 

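Of 48298 transcripts tested in both tissues, 4127 were differentially expressed from C-II to C-III and 1204 from L-III to L-IV. Both changes were called for 317, against 103 if the calls were independent (odds ratio 4.06). Both rose for 136 and both fell for 152, so 90.9% shared a direction (95% Wilson interval 87.2% to 93.6%), and 29 changed in opposite directions. With directions independent of each other, 50.0% would have been shared. Single leaf libraries decided the size of the overlap, which was 111 transcripts without replicate 2 of L-IV. The shared direction was 86.2% without replicate 1 of L-IV. Fitting only the stages compared moved the overlap most among the other settings, to 87 transcripts. Taking L-V in place of L-IV, 1005 transcripts were called in both, of which 96.8% shared a direction. Among the largest shared rises was that of Glyma05g25690.1, from 24.4 ± 9.65 (SD, n = 3) to 1108 ± 677 (SD, n = 3) normalized counts in the cotyledon, a log2 fold change of 5.35 (standard error 0.54, limma, Benjamini-Hochberg adjusted p = 2.42e-05), and from 6.22 ± 1.89 (SD, n = 3) to 1146 ± 629 (SD, n = 3) in the leaf, a log2 fold change of 7.19 (standard error 0.86, limma, Benjamini-Hochberg adjusted p = 0.000784); the C-III mean was 718 without replicate 3. Glyma08g24750.1 fell in both. It was at least 40.0-fold lower (limma, Benjamini-Hochberg adjusted p = 9.1e-08) at C-III. From L-III to L-IV it fell by 5.42 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 0.000354). Its L-III mean of 222.6 normalized counts was 115.5 without replicate 2. From the overlap and the shared direction, the paper proposes that the later phases of senescence use the same molecular machinery in both tissues.

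**Figure D4:**
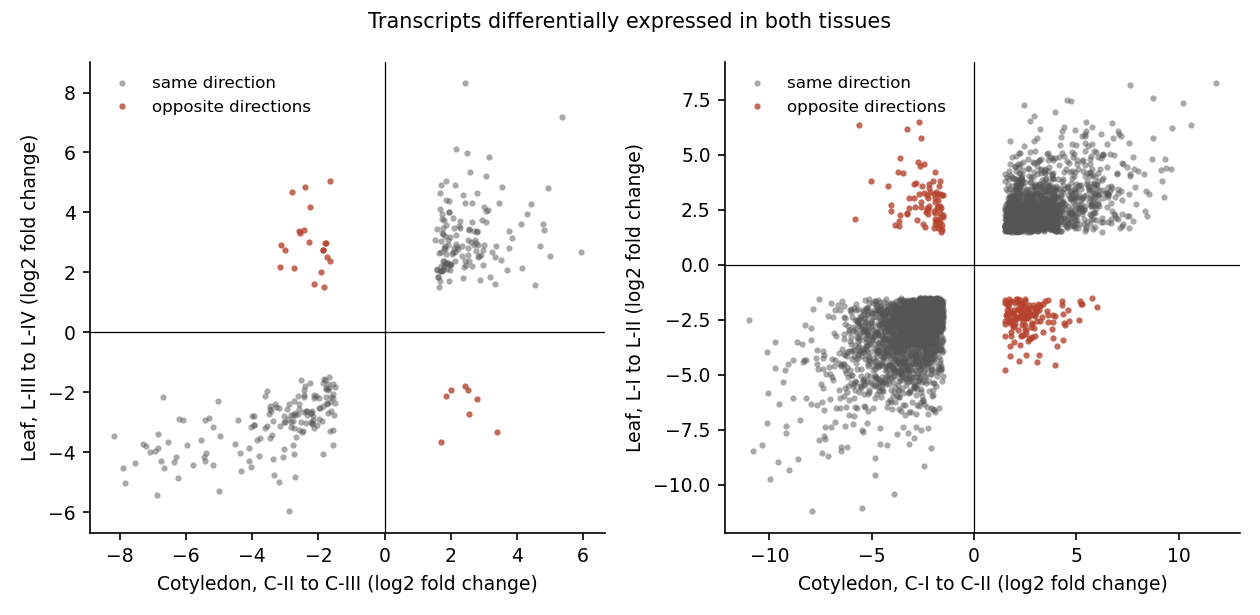
Log2 fold changes in cotyledon (horizontal) and leaf (vertical) of the transcripts differentially expressed in both tissues, from C-II to C-III and L-III to L-IV (left, 317 transcripts) and from C-I to C-II and L-I to L-II (right, 3560 transcripts). Each point is a transcript, grey where both changes have the same direction and red where they are opposite (29 and 231 transcripts).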

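From C-I to C-II 12046 and from L-I to L-II 6608 of the transcripts tested in both tissues were differentially expressed. Both changes were called for 3560, against 1648 if independent (odds ratio 4.57), and 93.5% of them shared a direction (95% Wilson interval 92.7% to 94.3%). Both rose for 1300, both fell for 2029 and 231 moved in opposite directions. Without replicate 1 of L-I the shared direction was 92.6%. Glyma02g37990.1 rose in both, from 1.12 ± 0.974 (SD, n = 3) to 7155 ± 1513 (SD, n = 3) normalized counts in the cotyledon, a log2 fold change of 11.84 (standard error 0.39, limma, Benjamini-Hochberg adjusted p = 9.29e-10), and from 18.8 ± 3.97 (SD, n = 3) to 6418 ± 2768 (SD, n = 3) in the leaf, a log2 fold change of 8.26 (standard error 0.63, limma, Benjamini-Hochberg adjusted p = 4.89e-07). Glyma14g05650.1 fell from 20706 ± 3709 (SD, n = 3) to 21.8 ± 11.2 (SD, n = 3) in the cotyledon, a log2 fold change of -9.97 (standard error 0.81, limma, Benjamini-Hochberg adjusted p = 9.22e-07), and in the leaf was at least 285-fold lower (limma, Benjamini-Hochberg adjusted p = 2.85e-07) at L-II. The change in growth medium between C-I and C-II applies to the cotyledon side of each of these comparisons.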

Genes expressed differentially between early stages, as between both C-I and C-II and L-I and L-II also overlapped significantly and over 95 % of these genes shared the same direction of change, which likewise implies a shared mechanism for early growth and developmental patterning common to both tissue types.

### The control network of temporal gene expression

One of the largest classes of genes found to be differentially expressed between multiple stages were the transcription factors. To investigate regulatory networks involved with developmental processes we identified transcription factors that were differentially expressed throughout the time course. We assembled a list of 7,251 transcription factors from the soybean genome based on Mapman classification terms [31]. In leaves, a total of 990 genes predicted to encode transcription factors were differentially expressed between two stages. A total of 1415 transcription factors were differentially expressed between at least two stages of cotyledon development.

The transcription factors from both the cotyledon and leaves were placed into bins based on annotated family [31]. We found representatives of 60 different families of transcription factors in the cotyledon and 57 families in the leaf. The most abundant transcription factor families (containing 20 or more genes) are shown in Fig. 6 for leaves and Fig. 7 for cotyledons. 

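In the paper's sheets as available here, some of them cut short, 57 genes were annotated as WRKY family members. The paper picked the sheets' genes for their changes in leaf, so these tests are not independent evidence there. From C-I to C-III 44 rose and 1 fell, with a median log2 fold change of 2.21 (2.04 with bounds; camera adjusted p = 2.21e-14, and 0.0732, outside the limit, with the estimated correlation). From L-I to L-V 48 rose and 1 fell (median 3.11, 1.82 with bounds; adjusted p = 4.46e-22, 0.0163 with the estimated correlation), and from L-III to L-V 15 rose (median 1.24, adjusted p = 9.88e-17, 0.031). The rises from L-I to L-V numbered 50 adjusted over the list alone. WRKY DNA-binding protein 40 (Glyma06g06530.1) rose from 4.4 ± 4.39 (SD, n = 3) to 491 ± 30.1 (SD, n = 3) normalized counts, a log2 fold change of 7.03 (standard error 0.64, limma, Benjamini-Hochberg adjusted p = 1.5e-06). WRKY DNA-binding protein 33 (Glyma11g29720.1) was at least 104-fold higher (limma, Benjamini-Hochberg adjusted p = 4.15e-07) at L-V than at L-I, where it had at most 3 reads in each library. The family member Glyma07g16040.2 fell in the leaf and was at least 4.36-fold lower (limma, Benjamini-Hochberg adjusted p = 5.93e-05) at L-V.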

In both tissues, we observe that the transcription factors most commonly found to increase in expression with tissue age are from the WRKY family and these comprise the largest family of transcriptional regulators expressed differentially in our dataset. This is consistent with previous studies that find these transcription factors to function as major regulators of senescence [29, 32–34]. Additionally, members of the GRAS family are also expressed predominantly during leaf senescence and early cotyledon senescence, consistent with studies in other species [35–37]. 

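Of 19 genes annotated as GRAS family members in the available part of the paper's sheets, 11 rose and 1 fell from C-I to C-II. Their median log2 fold change was 1.58, and 1.58 with bounds (camera adjusted p = 2.53e-05, 0.0313 with the estimated correlation). Between L-I and L-V 12 rose and 3 fell (median 1.91, 1.86 with bounds; adjusted p = 0.000168, 0.0411). SCARECROW-like 8 (Glyma10g37640.1) rose from 5.51 ± 0.954 (SD, n = 3) to 151 ± 46.8 (SD, n = 3) normalized counts, a log2 fold change of 4.50 (standard error 0.29, limma, Benjamini-Hochberg adjusted p = 1.27e-07). SCARECROW-like 14 (Glyma11g14670.1) rose from 8.84 ± 8.03 (SD, n = 3) to 84.8 ± 52.4 (SD, n = 3), a log2 fold change of 3.71 (standard error 0.82, limma, Benjamini-Hochberg adjusted p = 0.00194), with an L-V mean of 55.1 without replicate 1.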

Twenty-one of the GRAS transcription factors were upregulated during senescence in both cotyledons and leaves. 

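Between some pair of stages 13 of these 19 GRAS genes rose in the cotyledon and 16 in the leaf, and 12 rose in both. The sheets as available here name only part of the family, so these counts cover the annotated members in them.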

In leaves, the bHLH, C2C2(DOF) zinc finger transcription factors, and G2-like transcription factors share the expression profiles (profiles 2–4) that span the photosynthetic period, consistent with a likely role in chloroplast development and regulation of photosynthetic genes and carbohydrate metabolism [38–41]. Auxin plays an important role in plant growth and development by regulating gene expression [42]. 

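The available part of the paper's sheets names 8 Aux/IAA genes, only part of the family, and all 8 had a differentially expressed transcript in the leaf. The paper picked the sheets' genes for their changes in leaf, so these values do not stand for the whole family in either tissue. From L-I to L-III 7 of them fell, with a median log2 fold change of -2.85 (camera adjusted p = 0.000695, and 0.165, outside the limit, with the estimated correlation). From C-I to C-II 0 of the 8 were called in either direction, their median was 0.71, and the set was not past the limit (adjusted p = 0.245). At an unadjusted p-value below 0.05, 3 of the genes rose and 1 fell. Between some pair of cotyledon stages 4 of the 8 genes fell and 0 rose. In the leaf, Glyma02g00260.2 fell from 165 ± 50.4 (SD, n = 3) to 11.8 ± 11.1 (SD, n = 3) normalized counts, a log2 fold change of -4.24 (standard error 0.70, limma, Benjamini-Hochberg adjusted p = 0.000317), with an L-III mean of 6.06 without replicate 3.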

In both the leaf and cotyledon, the Aux/IAA transcription factors decrease in expression following the initial stages of development (leaf profile 3 and cotyledon profile 2). This result is consistent with studies of senescence in cotton, rice, and wheat suggesting these transcription factors may act as negative regulators of senescence [43–45]. Of 7,251 genes identified by MapMan as transcription factors, only six were annotated as part of the NAC family. As these transcription factors are known to be involved in senescence and defense [14, 21, 46], we examined the Gmax_189 genome annotations to identify 236 NAC or NAC-related transcription factors (Additional file 11), 38 of these were found to differentially expressed in the leaves and 54 in the cotyledon. 

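Additional file 11 names 176 distinct genes in its NAC list, of which 168 are annotated with a NAC domain and 8 as nascent polypeptide-associated complex proteins. In the leaf 120 could be tested and 85 were differentially expressed. In the cotyledon 110 could be tested and 71 were differentially expressed. When adjusted over the list alone these were 86 and 73. Of the nascent polypeptide-associated complex genes, 1 was called in cotyledon and none in leaf.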

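In the cotyledon 63 genes of the NAC list of Additional file 11 rose and 9 fell between some pair of stages, and in the leaf 59 rose and 31 fell. Rises in both tissues were found for 43 genes. From C-I to C-III 58 rose and 4 fell (median log2 fold change 1.39, 1.13 with bounds; camera adjusted p = 8.08e-10, 0.0552 with the estimated correlation). Between L-I and L-V 43 rose and 21 fell (median 0.71, 0.31 with bounds; adjusted p = 0.000168, 0.0868). Neither set was past the limit with the estimated correlation. NAC domain containing protein 47 had large rises at separate loci. Glyma02g07700.1 rose from 1.17 ± 2.03 (SD, n = 3) to 638 ± 77.4 (SD, n = 3) normalized counts, a log2 fold change of 8.59 (standard error 0.48, limma, Benjamini-Hochberg adjusted p = 1.9e-08), and Glyma16g26740.1 was at least 302-fold higher (limma, Benjamini-Hochberg adjusted p = 7.37e-09) at L-V than at L-I. Glyma07g05660.1, with a No Apical Meristem domain, was at least 9.24-fold lower (limma, Benjamini-Hochberg adjusted p = 4.01e-06) at L-V.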

The majority of the differentially expressed NAC transcription factors (23 in leaf and 40 in cotyledon) were upregulated during tissue senescence, with 8 genes common to both organs.

**Fig. 6:**
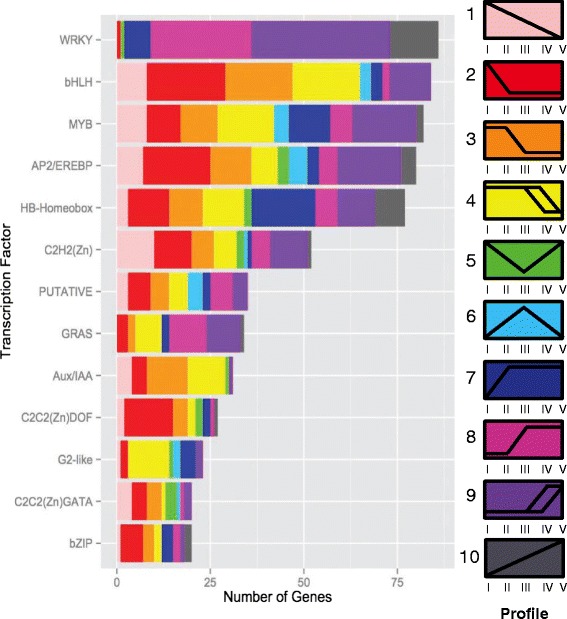
Specific families of leaf transcription factors are enriched in early leaf development and senescence phases. Differentially expressed transcription factors categorized by expression profile and classified by family. Transcription factor families represented by more than twenty genes are shown [31]

**Fig. 7:**
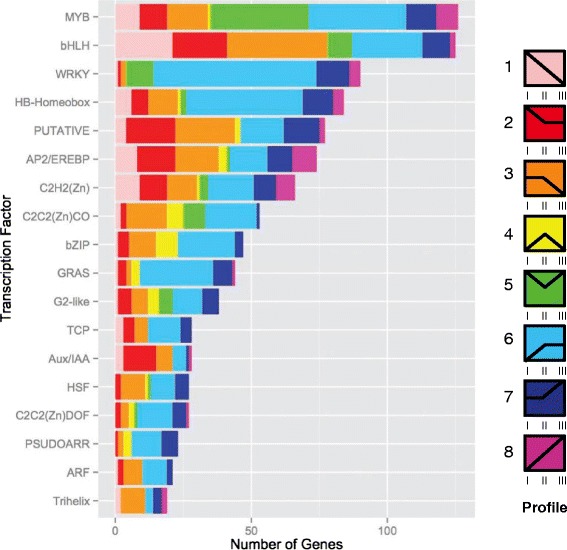
Specific families of transcription factors are enriched in different phases of cotyledon post-germination development. Differentially expressed transcription factors categorized by expression profile and classified by family. Transcription factor families represented by more than twenty genes are shown [31]

To identify potential *cis*-acting elements that govern the temporal patterns of expression, over-represented promoter motifs were identified from genes in each profile using Elefinder [47, 48]. The Elefinder method identifies statistically over-represented, characterized binding sites for known transcription factors from a variety of plant species within a specified promoter set. This can suggest a likely mechanism for the control of the specific expression pattern of a gene although the incidence of a given binding site only suggests which class of transcription factor could recognize and regulate the promoter. Where gene sets were too large to scan for over-represented elements in their entirety, the top 400,425 or 450 genes (based on largest fold change) were analyzed. Fig. 8 lists all of the significant motifs associated with each expression pattern in leaves, and the associated *e*-value, and the number of occurrences of the element in the data set. In the leaf, elements present in the promoters of genes that decline from stage L-I throughout the timecourse (leaf profiles 1–4) are associated with photosynthetic genes, including the MYC2 binding site, the Ibox, and ATB2/AtbZIP44/AtbZIP53/GBF5 binding site. Similarly, genes included in cotyledon profiles 1 and 4 that decreased in expression between stages C-II and C-III contained the G-box and SORLIP1 element in their promoters, consistent with the known abundance of these motifs upstream of light regulated genes associated with photosynthesis. Photosynthesis genes were observed to be downregulated between these stages (Fig. 8), thus activation via these elements may be reduced during the studied period [47, 49, 50]. The ABFs element is enriched in promoters of genes declining in expression throughout the cotyledon timecourse, and is a G-box variant implicated in ABA response and targeted by bZIP transcription factors [51] (Fig. 9). The ARF1 binding site, targeted by the Aux/IAA transcription factors is enriched in genes downregulated in later stages of development in both the leaf (profiles 3 and 4) and cotyledon (profile 3) [52, 53]. In both leaves and cotyledons, the DPBF1&2 element is enriched in genes upregulated in later stages (for example, profiles 9 and 10 in the leaf and 5, 7, and 8 in the cotyledon) [54–56]. In both leaves and cotyledons, the AtHB6 motif is over-represented in genes that had a constant increase in expression (cotyledon profile 8 and leaf profile 10). The ATHB6 transcription factor is a member of the homeodomain-leucine zipper family of transcription factors thought to regulate active cell growth and differentiation (reviewed in [57]). The Bellringer/replumless/pennywise binding site is enriched in promoters of genes from multiple distinct expression profiles in cotyledons and leaves. This AT-rich *cis*-regulatory element is a target for homeodomain transcription factors, however in the context of regulation of the AGAMOUS gene in *Arabidopsis* the element is located within an intron [58]. In both tissues the WRKY-targeted W-box [14, 59] is the most significantly enriched promoter element, and occurs in genes that increase in expression leading up to leaf senescence.

**Fig. 8:**
Significantly over-represented motifs in promoters of genes that change in expression during leaf development and senescence. The table shows the significant promoter motifs (*e*-value cutoff less than *e*-05) and the number of elements (in italics) found in the set of promoters of genes classified in one of the six expression profiles [47]. For leaf analysis, multiple profiles were combined to identify significant motifs. Leaf profiles 2 and 3 were combined, while profile 4 was pooled with genes decreasing in stage L-V. Profiles 5 and 6 did not include a sufficient number of genes to identify significant motifs. Profiles 7 and 8 were pooled into one profile. Profile 9 included additional genes that increased in expression between stages L-IV and L-V. Where gene sets were too large for analysis, the top 425 or 450 genes (based on magnitude of fold change) were analyzed

**Fig. 9:**
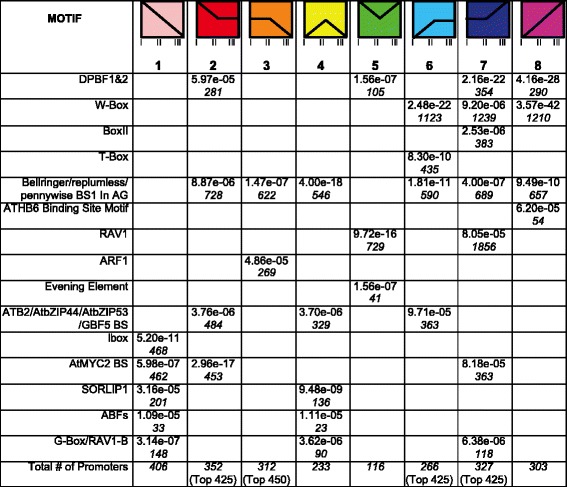
Significantly over-represented motifs in promoters of genes that change in expression during cotyledon senescence. The table shows the most significant promoter motifs (*e*-value cutoff less than *e*-05) and the number of occurrences (in italics) for each significant element found in promoters of genes classified in one of the eight expression profiles identified for differentially expressed cotyledon genes [47]. Where gene sets were too large for analysis, the top 425 or 450 genes (based on magnitude of fold change) were analyzed

Transcriptional control mechanisms leading to differential gene expression are believed to play important roles in coordination of the senescence process [14]. Our results support previous findings that major transcription factor families (eg, WRKY) are associated with senescence. The WRKY family is one of the largest transcription factor families in higher plants and 133 WRKY members have been identified in the soybean genome [60]. Eighty-six WRKY transcription factors were differentially expressed in the leaf, and 91 in the cotyledon. Of these WRKY genes, 44 were differentially expressed in both leaves and cotyledons, indicating that the WRKY transcription factors play a major role in regulation in both tissues. 

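Of the 57 WRKY genes annotated in the available part of the paper's sheets, 57 had a differentially expressed transcript in the leaf and 47 in the cotyledon. A rise was found for 56 and 46 of them. Both tissues called 47, of which 46 rose in both. The sheets hold genes the paper had called in leaf, so the leaf share follows from how they were chosen and the counts do not stand for the whole family.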

Supporting the hypothesis that the co-regulated sets of genes expressed in distinct stages of cotyledon development share a mechanism of regulation, it was found that the W-box (the binding site for WRKY transcription factors) has by far the most significant over-representation in the promoters of genes that increase in expression during senescence in both cotyledon and leaf tissues. These results are consistent with the hypothesis that these master regulators lie at the top of a network driving the expression of genes that drive the physiological changes observable during senescence.

## Conclusions

We have profiled the temporal and developmental regulation of approximately 41,000 genes in trifoliate leaves and cotyledons of soybean. We found several commonalities between these two tissues for the establishment of photosynthetic machinery, and in the final processes of mobilization of nutrients, but have also identified specific transcripts that appear to be involved in mobilization of stored nutrients in the cotyledons and are expressed earlier in cotyledon development. Significantly, we have identified families of transcriptional regulators and corresponding *cis*-regulatory motifs that appear to co-ordinately regulate the changes in expression observed in several groups of genes during the programmed transition to senescence. Our data help to identify the specific machinery by which the genome is regulated during the later stages of leaf development, and may allow more specific biotechnology approaches targeting developmental stages and tissues with transgene expression.

## Methods

### Plant growth and tissue collection

Williams-82 soybean seeds were planted in one part Promix (BRK): two parts sand/soil min in 3-gal pots [61]. Plants were grown in Conviron PGR14 chambers in 12 hr light/12 hr dark photoperiod conditions in light provided by a combination of fluorescent and incandescent lighting at an intensity of 350 μmol m^−2^ s^−1^, constant temperature of 25 C and 75 % relative humidity. Williams-82 plants grown in these conditions flower after 6 weeks and produce seed. Samples were collected at 2:00 pm (6 hours after lights were turned on) to minimize diurnal effects. Cotyledon samples grown for stage C-I were grown in magenta boxes on MS media (without sucrose, MP Biomedicals, LLC, Solon, Ohio) to reduce the risk of soil contamination. Three biological replicate sets of cotyledons (one pair of cotyledons) were collected for each sample. Five distinct stages determined by physical appearance and plant developmental stage were collected from the time of soil emergence to the onset of senescence (see Additional file 2). Stage C-I cotyledons were collected immediately after emergence (4 days after planting) and were green but not yet open. Stage II cotyledons were open, green, and collected after the plant produced the first set of unifoliate leaves. Stage III cotyledons were collected at the first sign of yellowing and shrinking. Three biological replicate sets of leaves (one trifoliate) were collected from different individuals, at the 4th node (3rd set of trifoliate leaves) of each plant. Initial tissue collection of the sets of trifoliate leaves began at the V3 [62] stage and subsequently occurred every seven days. Eight stages were collected Stage L-I was collected after the trifoliates opened but before the leaves were fully expanded. Stages L-II and L-III were collected 21 and 40 days after stage L-I, respectively. Stages L-IV and L-V were collected after 49 and 56 days, and these two samples were marked by the appearance of signs of leaf senescence (Additional file 1). RNA was extracted using procedures described previously [61].

### Library preparation and sequencing

5 μg of RNA from each sample was used for library construction using standard protocols. Paired-end libraries were constructed for both leaf and cotyledon samples. Median insert size was 200 bp. Three biological replicate RNA samples from each stage of the cotyledons were sequenced using the Illumina Hi-Scan with three libraries per lane. The total number of mate-paired reads for each sample ranged from 5,000,000 to 54,000,000. Three biological replicate RNA samples from each stage of the leaves were sequenced in one lane on the Illumina Hi-Seq 2500, and the number of reads ranged from 5,000,000 to 18,000,000. For both leaves and cotyledons, read lengths of 100 bp were collected.

### Read alignment and normalization

Reads were aligned to the Glycine max transcriptome (Gmax_189) [2] using the ultrafast Bowtie aligner [63]. The alignment allowed only one mismatch per read. Approximately 87 % of reads matched known soybean transcript models. Of those reads 23 % matched only one transcript and 77 % matched multiple transcripts. (These figures were approximately the same for both leaf and cotyledon tissues.) Reads that hit more than one transcript were filtered from the bowtie output and only the reads that matched only one transcript were used for further analysis [64]. Read counts were obtained from the Bowtie output using a set of Perl scripts. Transcripts with less than 10 total read counts per gene in at least one stage were removed. The remaining transcripts were normalized for each sample by dividing the effective library size for each sample from the raw count of that sample (using the DESeq software package). These normalized counts were used for further analysis. Principal component analysis (PCA) was performed using the DESeq package, on the whole transcriptome set with low-expression genes removed. This method used variance-stabilized data to obtain sample-to-sample distance. To identify differentially expressed genes both DESeq and EdgeR software packages were used to perform pairwise comparisons of stages and for both packages with a corrected p-value of 0.05, and a 1.5 log_2_ fold (2.8 fold) change [65, 66]. The set of differentially expressed genes common to both of these two methods make up the set of genes used for further analysis. (Additional file 4). Differentially expressed genes from cotyledons were assigned to a profile using a script in R based on whether expression significantly increased or decreased between two stages, leaf genes were manually evaluated for inclusion into each profile. The majority of genes had either a downward or upward trend. Relatively few genes fell into profiles that initially decreased and then increased, or vice versa, the genes that exhibited the up-then-down pattern (profile 6, 70 genes) or down-then-up pattern (profile 5, 49 genes) were combined for promoter and GO-enrichment analysis. Genes that showed increased expression between more than two stages in leaves were also combined into the “overall up” (profile 10) and genes that decreased in expression between more than two stages were placed in the “overall down” profile (profile 1). Leaf profiles 4 and 9 also included distinct patterns, as stages L-IV and L-V were similar (see Additional file 3), genes that increased in expression between L-III and L-IV or between L-IV and L-V were pooled into profile 9, and genes whose expression decreased between L-III and L-IV or L-IV and L-V were pooled into profile 4.

A larger number of differentially expressed genes were found in the cotyledons relative to leaves, potentially due to higher sequence depth for the cotyledon samples.

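With every library thinned to the 1852184 reads of the shallowest, 15993 transcripts were differentially expressed in the cotyledon and 17309 in the leaf. Weighting the recovered reads with voom in place of the trend gave 21955 in the cotyledon and 20460 in the leaf. The limit on fold change decided the order of the tissues as well. By adjusted p-value alone, 30170 cotyledon and 26587 leaf transcripts passed. Thinning and weighting were chosen after the tables had been examined.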

### Data analysis

GO-term analysis was performed using the Soybase GO-enrichment tool (www.soybase.org) using GO annotation terms from genome version Gmax1.89. Promoter motif analysis was performed using the Elefinder tool at http://stan.cropsci.uiuc.edu/tools.php [48]. BLASTP was used to identify soybean orthologs of Arabidopsis SAGs from the TAIR10 version of the *Arabidopsis thaliana* genome annotation.

### Availability of supporting data

The raw and processed data sets supporting the results of this article are available in the NCBI Gene Expression Omnibus, as set GSE61857 at http://www.ncbi.nlm.nih.gov/geo/.

## Additional files

Additional file 1:
**Stages of leaf development.**
Additional file 2:
**Stages of cotyledon development.**
Additional file 3
**Principal component analysis of leaf and cotyledon gene expression.**
Additional file 4:
**Normalized count data for all genes in the leaf and cotyledon tissues.**
Additional file 5:
**Differentially expressed genes and normalized expression values for leaf and cotyledon developmental timecourses with annotations.**
Additional file 6:
**Normalized expression values of Homologs for Arabidopsis Senescence Associated Genes in leaf and cotyledon.**
Additional file 7:
**Enriched GO terms for co-expressed genes.**
Additional file 8:
**Normalized expression values of genes involved in nitrogen, sulfur, potassium, and phosphorus transport.**
Additional file 9:
**Tissue specific genes.**
Additional file 10:
**Differentially expressed genes common between leaf and cotyledon.**
Additional file 11:
**Normalized expression values of NAC annotated genes in leaf and cotlyedon.**

## Abbreviations

NAC: NAM, ATAF, CUC transcription factor
WRKY: WRKY motif transcription factor family
MYB: Myeloblastosis transcription factor family
ATHB6: *Arabidopsis thaliana* homeobox 6 transcription factor
C2H2 zinc finger: Cys(2)His(2) zinc finger motif transcription factor family
bZIP: Basic leucine zipper transcription factor
AP2/EREBP: APETALA2/ETHYLENE RESPONSE ELEMENT2 transcription factor
ABA: Abscisic acid
GRAS: GAI, RGA, SCR transcription factor family
bHLH: Basic helix-loop-helix transcription factor
C2C2(DOF): Cys(2)Cys(2) DNA binding with one finger zinc finger transcription factor
SORLIP: Sequence over-represented in light-induced promoters
DPBF: *Dc3* promoter binding factor recognition site
ARF: Auxin response factor

# Supplementary material for: Developmental profiling of gene expression in soybean trifoliate leaves and cotyledons
**Source:** BMC Plant Biol. 2015 Jul 3;15:169. doi: 10.1186/s12870-015-0553-y
**Supplement:** Additional file 1: — Stages of leaf development.

## Additional File 1. Stages of leaf development

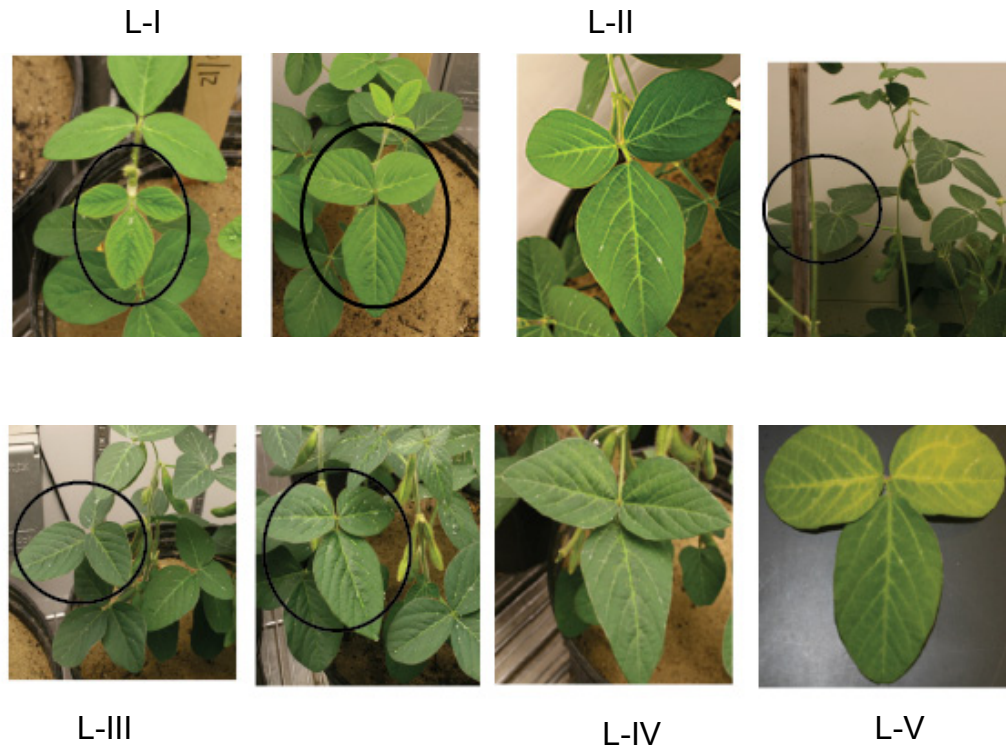

Stages L-I, L-II, L-III, L-IV, and L-V were sent for sequencing. Intermediate stages are shown but were not used for RNAseq analysis.

# Supplementary material for: Developmental profiling of gene expression in soybean trifoliate leaves and cotyledons
**Source:** BMC Plant Biol. 2015 Jul 3;15:169. doi: 10.1186/s12870-015-0553-y
**Supplement:** Additional file 2: — Stages of cotyledon development.

## Additional File 2. Stages of cotyledon development

C-I

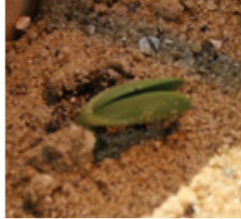

C-II

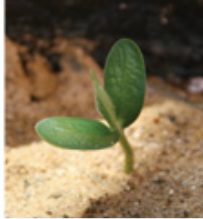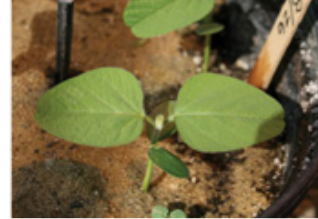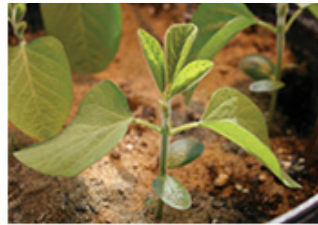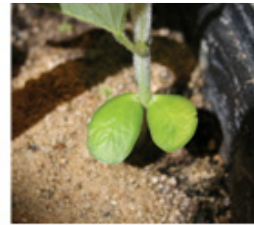

C-III

Stages C-I, C-II, and C-III were sent for sequencing. Intermediate stages are shown but were not used for RNAseq analysis.

# Supplementary material for: Developmental profiling of gene expression in soybean trifoliate leaves and cotyledons
**Source:** BMC Plant Biol. 2015 Jul 3;15:169. doi: 10.1186/s12870-015-0553-y
**Supplement:** Additional file 3 — Principal component analysis of leaf and cotyledon gene expression.

## Additional File 3.

### A. Principal Component Plot – Cotyledon samples

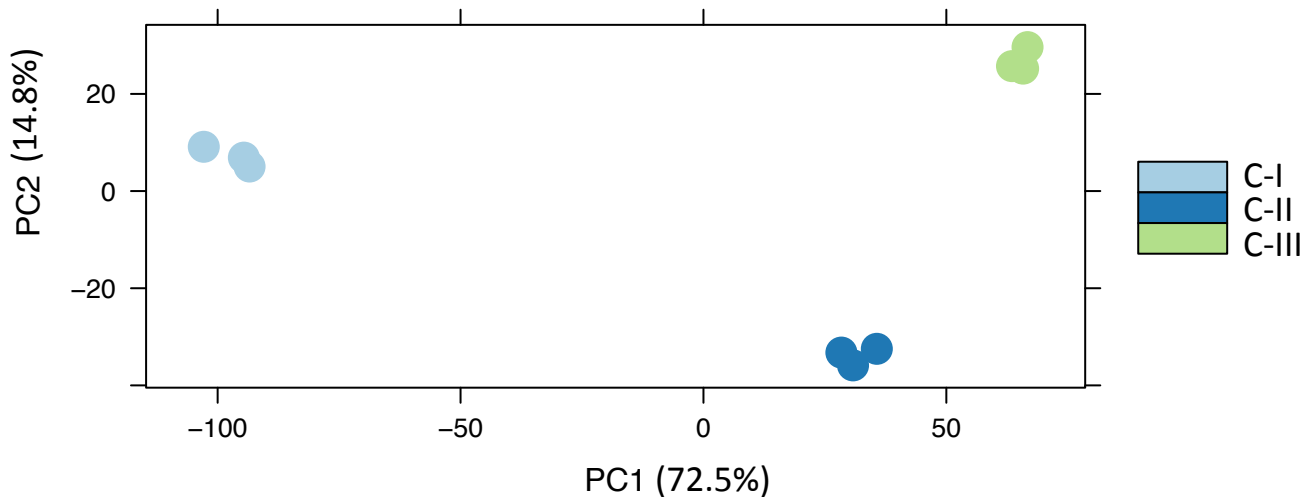

### B. Principal Component Plot – Leaf samples

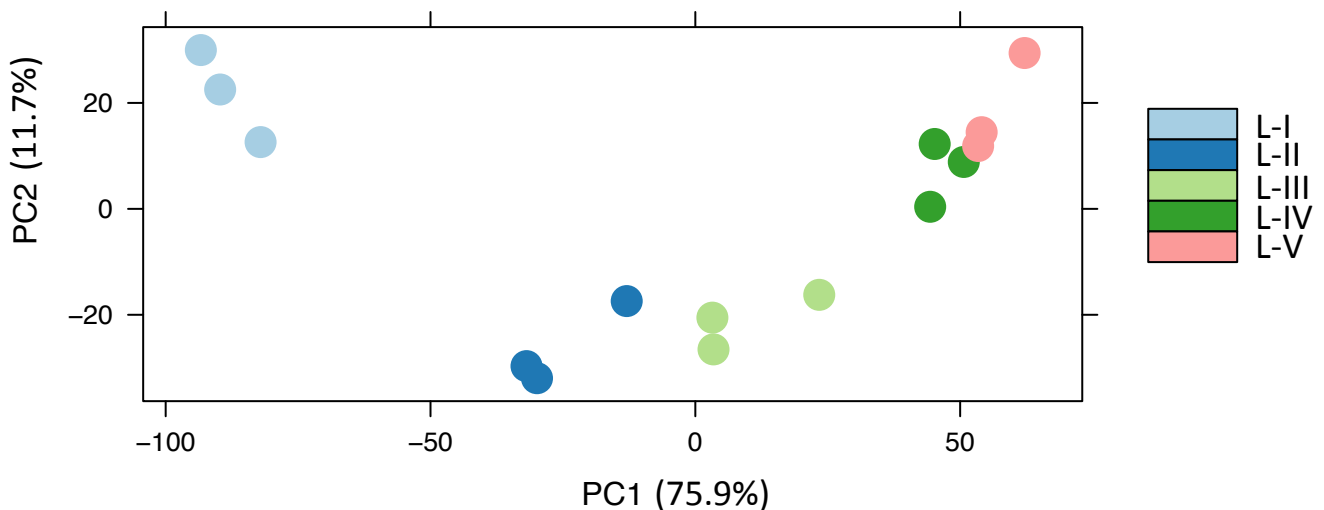

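On the deposited variance-stabilized values themselves, the first and second components held 62.9% and 14.8% of the variance of 53357 transcripts in the cotyledon, and 50.1% and 13.1% of 50940 in the leaf. The stages were separated by a ratio of 1.99 in the cotyledon and 1.56 in the leaf, defined as for the log2 counts.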

Principle Component Analysis was done using the DESeq package by calculating a variance stabilizing transformation from the fitted dispersion-mean relation and then transforming the normalized count data (Anders et al. 2010). The percent shown on the axes indicate the proportion of variance for that principal component.

# Supplementary material for: Developmental profiling of gene expression in soybean trifoliate leaves and cotyledons
**Source:** BMC Plant Biol. 2015 Jul 3;15:169. doi: 10.1186/s12870-015-0553-y
**Supplement:** Additional file 10: — Differentially expressed genes common between leaf and cotyledon.

## Additional File 10. Differentially expressed genes common between leaf and cotyledon

|         | CI-II | CI-III | CII-III | LI-II | LI-III | LI-IV | LI-V  | LII-III | LII-IV | LII-V | LIII-IV | LIII-V | LIV-V |
|---------|-------|--------|---------|-------|--------|-------|-------|---------|--------|-------|---------|--------|-------|
| CI-II   | 9,484 | 7,640  | 1,365   | 1,030 | 2,159  | 3,282 | 3,499 | 164     | 1,097  | 1,375 | 133     | 404    | 10    |
| CI-III  |       | 12,561 | 2,306   | 1,182 | 2,512  | 4,094 | 4,699 | 204     | 1,404  | 1,995 | 165     | 561    | 9     |
| CII-III |       |        | 2,983   | 278   | 620    | 1,103 | 1,372 | 63      | 470    | 864   | 80      | 332    | 4     |
| LI-II   |       |        |         | 2,003 | 1,716  | 1,775 | 1,745 | 84      | 417    | 479   | 59      | 137    | 3     |
| LI-III  |       |        |         |       | 4,306  | 3,896 | 3,789 | 283     | 1,178  | 1,318 | 119     | 303    | 6     |
| LI-IV   |       |        |         |       |        | 7,479 | 6,240 | 292     | 2,098  | 2,330 | 244     | 622    | 12    |
| LI-V    |       |        |         |       |        |       | 8,344 | 281     | 1,947  | 2,736 | 234     | 732    | 18    |
| LII-III |       |        |         |       |        |       |       | 326     | 303    | 284   | 38      | 60     | 1     |
| LII-IV  |       |        |         |       |        |       |       |         | 2,463  | 1,884 | 248     | 500    | 6     |
| LII-V   |       |        |         |       |        |       |       |         |        | 3,306 | 237     | 752    | 20    |
| LIII-IV |       |        |         |       |        |       |       |         |        |       | 278     | 200    | 1     |
| LIII-V  |       |        |         |       |        |       |       |         |        |       |         | 869    | 17    |
| LIV-V   |       |        |         |       |        |       |       |         |        |       |         |        | 26    |

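From L-I, 7511 transcripts were differentially expressed by L-II, 11029 by L-III, 14316 by L-IV and 15840 by L-V. From L-II, 980 were by L-III, 5238 by L-IV and 7321 by L-V. From L-III, 1292 were by L-IV and 3004 by L-V, and 25 differed between L-IV and L-V, where 4907 had an unadjusted p-value below 0.05. In the cotyledon, 13536 were from C-I to C-II, 4580 from C-II to C-III and 16435 from C-I to C-III. The smaller leaf counts rested on single libraries. Without replicate 2 of L-IV, 371 transcripts were called from L-III to L-IV, 3451 from L-II to L-IV and 1 from L-IV to L-V. Without replicate 2 of L-II, 420 were called from L-II to L-III, and without replicate 1 of L-V 1357 from L-III to L-V. Without replicate 3 of L-V, 320 were called from L-IV to L-V. Among the largest changes, Glyma15g18360.1 rose by 10.58 on the log2 scale from C-I to C-II (limma, Benjamini-Hochberg adjusted p = 2.04e-08) and Glyma14g33480.1 was at least 486-fold lower (limma, Benjamini-Hochberg adjusted p = 1.07e-07) at L-II than at L-I. Glyma09g05376.1 was at least 133-fold higher (limma, Benjamini-Hochberg adjusted p = 1.32e-05) at L-IV than at L-III.

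**Figure D5:**
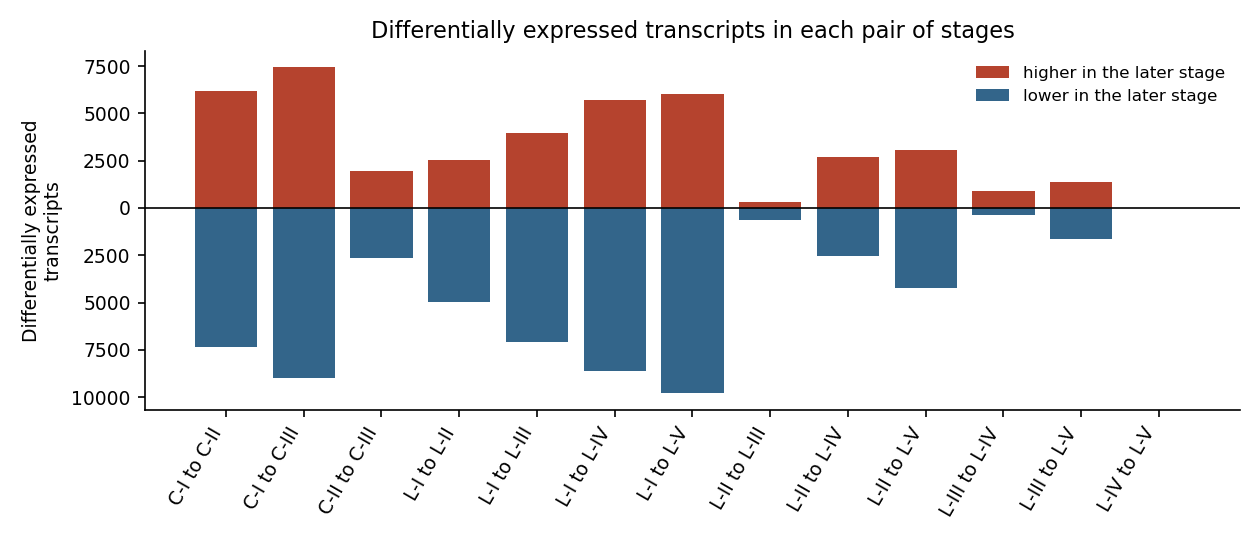
Number of differentially expressed transcripts in each pair of stages, with transcripts higher in the later stage above 0 and those lower in it below 0. Counts run from 25 between L-IV and L-V to 16435 between C-I and C-III.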

Numbers of genes differentially expressed between paired samples across the experiment. CI-II genes are differentially expressed between stages C-I and C-II, LI-LII genes are differentially expressed between stages L-I and L-II. In this case there are 1030 genes that belong to both sets.

How the deposited data were processed for this re-analysis (not part of the article)

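RNA from soybean cotyledons at 3 stages and trifoliate leaves at 5 stages was sequenced by the authors, with 3 replicate libraries per stage, 9 from cotyledon and 15 from leaf. The labels of the libraries give C-I, C-II and C-III as 4, 15 and 27 days after planting and the leaf stages as the V3 stage and 2, 4, 6 and 7 weeks after it, while the paper gives L-II to L-V as 21, 40, 49 and 56 days after L-I. The labels number the leaf stages 1, 3, 5, 7 and 8. These were taken as L-I to L-V, and 1, 2 and 3 in cotyledon as C-I to C-III, by the stage averages in Additional file 11.

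The authors aligned the reads to the Gmax_189 transcripts with Bowtie, counted uniquely mapped reads per transcript and, as deposited, transformed the counts with the size factors and the variance-stabilizing transformation of DESeq, one table of log2 values for each tissue. The analysis had been planned for normalized counts. The log2 values v were converted back to normalized counts with c equal to 4 times 2 to the power of the lowest value of the table, as the square of (4 times 2 to the power v, minus c), divided by 16 times 2 to the power v. The result was checked against Additional file 4 for 1999 of the 73320 transcripts in each tissue. The largest relative gap was 4.72e-06 in cotyledon and 4.89e-06 in leaf. The other transcripts were not checked in this way. Each library's normalized counts were whole multiples of a single value within a tolerance of 0.05, which gave the reads per transcript. Because the tables of the tissues were scaled separately, levels were not compared across tissues, only changes.

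Recovered reads per library ran from 2163050 to 20839594 in cotyledon and from 1852184 to 6887154 in leaf. The limit of detection was set at 3 reads per library, which is 0.833 to 8.96 normalized counts in cotyledon and 1.71 to 8.52 in leaf. Where all libraries of a stage were at or under it, fold changes were computed against the mean of the limits of that stage and given as bounds. Levels are given as mean and SD of the 3 replicates, and the standard error of a log2 fold change comes from the model.

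Transcripts with at least 10 reads summed over the replicates of at least 1 stage were tested, with log2(normalized count + 1) as the measure, in one limma fit per tissue with an intensity trend. p-values were adjusted by the Benjamini-Hochberg method within each comparison, and calls required an adjusted p below 0.05 and an absolute log2 fold change over 1.5. A test of the difference between the tissues used all 24 libraries in one fit. Profiles were assigned by rule from the calls. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 48 tests, with camera at the estimated correlation and with fry. Camera compares a list with the other transcripts and fry does not. A list past the limit by fry alone is therefore not shown to have shifted against them. Differences of lists between the tissues were tested with camera at the estimated correlation for lists of at least 5 transcripts, adjusted over 60 tests for adjacent stages and over 30 for the whole course. Separation of stages was tested by permutation of libraries, exactly for the 280 groupings of the cotyledon and with 100000 draws for the leaf. Overlaps are given with an odds ratio and Wilson intervals. The fit was tested on simulated data.

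The lists were the senescence-associated homologs of Additional file 6, gene ontology lists from the leaf sheets of Additional file 7 (photosynthesis, chlorophyll biosynthesis, response to red light, cell wall loosening, polygalacturonase, lipid metabolic process, secondary cell wall, cellulose and xylan biosynthesis, basic amino acid, arginine and glutamate transport, sulfate assimilation, defense response, regulation of defense response and response to chitin), the nitrate, ammonium, sulfate, phosphate and potassium transporters of Additional file 8 and the NAC list of Additional file 11. WRKY, GRAS, Aux/IAA, beta-amylase and vacuolar processing enzyme genes were taken by annotation text from 3987 genes of the supplementary sheets. For jasmonate synthesis, genes whose text names a lipoxygenase or allene oxide were taken. Some of the sheets were available only in part, so annotated members may be missing. The paper's full set of transcription factors was not used here, so counts of families cover only these genes.

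Genes are named by a rule fixed before the data were examined. It takes the 5 AtNAP orthologs, the genes of Fig. 4 that a sentence is about, up to 2 called transcripts with the largest rise and up to 2 with the largest fall for each list, and the 3 largest rises and falls of C-I to C-II, C-II to C-III, L-I to L-II, L-III to L-IV and of the set shared by the tissues. Those chosen for size also had all 3 replicates of one stage above all 3 of the other. Not every gene so chosen is named.

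The alternatives were pseudocounts of 0.1 and 5, no filter, a mean normalized count of at least 10, TMM factors, only the compared stages in the fit, the replicate number as a block, adjusted p alone, values summed by gene, other read limits and thinned libraries for expressed transcripts, the 500 most variable transcripts for the components, and each library left out in turn. Added later were the deposited variance-stabilized values, voom weights on the recovered reads and libraries thinned to 1852184 reads in the tests, and counts of genes with a called transcript beside the paper's values. Tests with edgeR and DESeq2, and the transformation of DESeq2 for the components, were planned for recovered reads but were not run, although reads were recovered. Count tests were kept for deposited counts and for reads recovered from linear values, and these values are log2. Motifs in promoters, enrichment of gene ontology terms across the genome and the comparison with other species were not analysed here.

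Computation used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.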

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

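For the 4 gene lists below, the tests of low counts, of depth and of size factors were chosen only after the result was seen.

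The change over time differed between the tissues for many transcripts. This difference was tested itself, as the cotyledon change minus the leaf change in a single limma fit of all 24 libraries, with the limits and the Benjamini-Hochberg adjustment used within a tissue. Between the changes from C-II to C-III and from L-III to L-IV, 1342 of 48298 transcripts differed, 439 with the higher change in cotyledon and 903 with the lower. Between the changes from C-I to C-II and from L-I to L-II, 6416 did, 3872 higher and 2544 lower. The 29 late and 231 early transcripts called in opposite directions were all among them. A call in 1 tissue only was a poor guide. Of the transcripts called in cotyledon only, 713 of 3810 late and 3450 of 8486 early ones differed between the tissues, and of those called in leaf only, 289 of 887 and 1102 of 3048.

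Size factors, depth and single libraries are argued against as the whole cause. TMM factors in place of the authors' size factors gave 1340 late and 6287 early transcripts. With every library thinned to the shallowest, 836 and 4229 were past the limits. The fewest were 719 late transcripts, without replicate 2 of L-IV, and 4751 early ones, without replicate 1 of C-I. Other groupings of the libraries are not excluded by their number. Of 100 splits, 5 gave as many late transcripts and 6 as many early ones, the real split included. The 4 and 5 others each left the stages of 1 tissue as they are and mixed those of the other, so the change of the intact tissue entered as a difference. Of the splits that mixed both tissues, 0 gave as many.

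What stays open follows from the design. The cotyledon libraries were sequenced on another instrument and in other lanes than the leaf libraries, so tissue and sequencing batch cannot be told apart. In the early comparison the step from culture medium to soil adds to the cotyledon change. Reads shared between paralogs were discarded in both tissues, and their part was not tested. A difference in biology between the tissues was not tested apart from these.

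Over the whole course, from C-I to C-III against L-I to L-V, 4 gene lists differed between the tissues (camera with estimated correlation, Benjamini-Hochberg adjusted over 30 lists). The median difference, cotyledon minus leaf on the log2 scale, was 2.38 for cellulose biosynthesis (adjusted p = 0.00181), 1.67 for lipid metabolic process (0.00553), 2.87 for secondary cell wall biogenesis (0.0321) and 2.63 for xylan biosynthesis (0.0456). In the order given, the adjusted p ran over the alternatives from 0.00179 to 0.0274, 0.00396 to 0.399, 0.03 to 0.399 and 0.0379 to 0.399. All 4 lists fell in both tissues, and by less in cotyledon. The secondary cell wall list was outside the limit without replicate 2 of L-I (adjusted p = 0.062) and without replicate 1 of L-V (0.0628). The xylan list was outside it in 20 of the 24 fits that each left out 1 library, for example without replicate 2 of L-I (0.104).

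The paper chose these lists from genes that fell in the same leaf libraries, so a smaller fall in cotyledon could follow from that choice alone. Random lists of transcripts with the same change in leaf were drawn 10000 times. At least as far out on the same side were 4.42% of them for cellulose biosynthesis, 10.3% for lipid metabolic process, 2.89% for the secondary cell wall and 4.95% for xylan. The middle 95% of the random medians ran from 0.61 to 2.50, 1.32 to 3.23, 0.75 to 2.90 and 1.00 to 2.75, and each list lay inside its range. For lipid metabolic process the list lay below the random median of 2.31. The choice of the lists is therefore a possible explanation of all 4 differences.

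TMM factors moved the medians little, to 2.35, 1.64, 2.82 and 2.57, which argues against the size factors as their source, although the secondary cell wall and xylan lists were then just outside the limit (adjusted p = 0.0539 for both). For cellulose biosynthesis the difference was past the limit among transcripts with a mean normalized count of at least 10 (adjusted p = 0.0274) and with thinned libraries (0.00542), which argues against low counts and depth there. For the other 3 lists low counts and depth cannot be told apart from a difference between the tissues, since a test of fewer transcripts or reads that misses the limit decides nothing (adjusted p = 0.399 for each with the filter, and 0.200, 0.292 and 0.200 with thinned libraries). The growth medium of C-I and the sequencing batch apply to all 4 lists, and a biological explanation stays open as untested.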

How the results depend on the processing

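In this part only the added alternatives named next are tests chosen after results had been seen. All other alternatives were chosen before the data were examined. The deposited variance-stabilized values in place of log2 counts, voom weights, and thinned libraries in the tests were chosen after seeing the data. The planned tests with edgeR and DESeq2, the profiles from edgeR and the transformation by DESeq2 were not run, because the deposited values are log2 values. For the last of these the deposited variance-stabilized values were used.

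With the deposited variance-stabilized values, 55 tests of lists kept direction and side of the limit, 18 profile sizes and 41 other counts and percentages stayed close, and 193 changes of single transcripts kept direction and call. Of these 193 changes, 149 did so in each of the 12 alternatives run on single transcripts, and each of the fits leaving out 1 library of their tissue, in which they were tested. Under TMM factors the median log2 fold change of all transcripts from L-I to L-V was 0.10, so changes between these stages are relative to that shift. A count is said to have moved when it changed by more than 1.5-fold, and a percent with the same direction when it left its 95% Wilson interval. In the lists below, the value under the alternative stands in parentheses, and the range of adjusted p is over the alternatives.

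With a pseudocount of 0.1, these values moved: transcripts differing between the tissues late (811), transcripts from L-II to L-III (603), transcripts from L-III to L-IV (778), transcripts from L-IV to L-V (65), cotyledon profile 4 (408), cotyledon profile 8 (307), leaf profile 1 (169), leaf profile 10 (104), leaf profile 2 (2955), leaf profile 6 (359), the late overlap of the tissues (172) and the percent of the early overlap with the same direction (94.3). With a pseudocount of 5, these values moved: transcripts from C-I to C-II (8688), transcripts from C-II to C-III (2841), transcripts from L-I to L-II (4644), transcripts from L-I to L-III (6974), transcripts from L-I to L-IV (9369), transcripts from L-I to L-V (10231), transcripts from L-II to L-V (4625), transcripts from L-IV to L-V (39), all differentially expressed transcripts of the cotyledon (13299), all differentially expressed transcripts of the leaf (13597), nitrogen transporters falling in cotyledon (5), nitrogen transporters falling in leaf (6), cotyledon profile 1 (323), cotyledon profile 3 (836), cotyledon profile 5 (114), cotyledon profile 8 (314), leaf profile 1 (184), leaf profile 2 (2957), leaf profile 3 (1759), leaf profile 4 (2727), leaf profile 5 (126), leaf profile 7 (998), leaf profile 8 (1137), the early overlap of the tissues (2143) and the percent of the early overlap with the same direction (94.4).

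With no filter on low counts, the direction reversed for nitrogen transporters from L-I to L-V (-0.14, adjusted p = 0.15, range 0.00149 to 0.221). The limit was newly passed by SAG homologs from L-I to L-V (0.32, adjusted p = 0.0428, range 0.0118 to 0.254). Values that moved were transcripts from L-IV to L-V (44). With only transcripts of a mean normalized count of at least 10, the direction reversed for the whole-course difference of WRKY family (0.00942, adjusted p = 0.808, range 0.635 to 0.808) and nitrate transporters from L-I to L-V (0.48, adjusted p = 0.15, range 0.15 to 0.847). The direction held but the limit was missed by the whole-course difference of lipid metabolic process (1.50, adjusted p = 0.399, range 0.00396 to 0.399), the whole-course difference of secondary cell wall biogenesis (1.64, adjusted p = 0.399, range 0.03 to 0.399) and the whole-course difference of xylan biosynthetic process (3.52, adjusted p = 0.399, range 0.0379 to 0.399). Values that moved were NAC genes called in leaf (52), all differentially expressed genes of the leaf (10872), transcripts from L-I to L-II (4089), transcripts from L-I to L-III (6245), transcripts from L-I to L-IV (8142), transcripts from L-I to L-V (9233), all differentially expressed transcripts of the leaf (12108), nitrogen transporters falling in cotyledon (4), nitrogen transporters falling in leaf (5), cotyledon profile 2 (4916), cotyledon profile 7 (642), leaf profile 2 (1767), leaf profile 3 (1451), leaf profile 4 (2489), leaf profile 5 (229), leaf profile 6 (369), leaf profile 8 (1224), leaf profile 9 (2633), sulfate transporters rising in both tissues (8), sulfate transporters rising in leaf (13) and the early overlap of the tissues (2038). With 10 reads required at every stage, these values moved: expressed transcripts in leaf (32388) and transcripts expressed in both tissues (31220).

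With TMM factors in place of the authors' size factors, the direction held but the limit was missed by the whole-course difference of secondary cell wall biogenesis (2.82, adjusted p = 0.0539), the whole-course difference of xylan biosynthetic process (2.57, adjusted p = 0.0539) and nitrogen transporters from L-I to L-V (0.51, adjusted p = 0.075). With only the compared stages in the fit, the direction held but the limit was missed by nitrogen transporters from L-I to L-V (0.45, adjusted p = 0.0675). Values that moved were transcripts differing between the tissues late (2161), transcripts from L-I to L-II (4522), transcripts from L-II to L-III (30), transcripts from L-II to L-V (3617), transcripts from L-III to L-IV (336), transcripts from L-III to L-V (278), transcripts from L-IV to L-V (13), cotyledon profile 5 (236), leaf profile 1 (21), leaf profile 10 (28), leaf profile 5 (132), leaf profile 6 (190), leaf profile 7 (1164), the early overlap of the tissues (2168) and the late overlap of the tissues (87). With the replicate number as a block, the direction held but the limit was missed by nitrogen transporters from L-I to L-V (0.45, adjusted p = 0.0589). Values that moved were transcripts from L-IV to L-V (16).

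With calls by adjusted p alone, these values moved: all differentially expressed genes of the cotyledon (25247), transcripts from C-I to C-II (21551), transcripts from C-I to C-III (25143), transcripts from C-II to C-III (9044), all differentially expressed transcripts of the cotyledon (30170), cotyledon profile 1 (1605), cotyledon profile 4 (1489), cotyledon profile 5 (1005), cotyledon profile 7 (1828), cotyledon profile 8 (1258), leaf profile 5 (578), the late overlap of the tissues (493), the percent of the early overlap with the same direction (90.0) and the percent of the late overlap with the same direction (87.0). With values summed by gene, the direction held but the limit was missed by potassium transporters from C-I to C-III (0.29, adjusted p = 0.0544, range 9.63e-06 to 0.0544). The limit was newly passed by SAG homologs from L-I to L-V (0.45, adjusted p = 0.0118).

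With camera and the estimated correlation, the direction held but the limit was missed by Aux/IAA family from L-I to L-III (-2.85, adjusted p = 0.165, range 0.000135 to 0.165), NAC list from C-I to C-III (1.39, adjusted p = 0.0552, range 2.72e-10 to 0.0552), NAC list from L-I to L-V (0.71, adjusted p = 0.0868, range 8.4e-09 to 0.0868), WRKY family from C-I to C-III (2.21, adjusted p = 0.0732, range 1.51e-16 to 0.0732), ammonium transporters from C-I to C-II (2.15, adjusted p = 0.0539, range 1.99e-05 to 0.0539), chlorophyll biosynthetic process from L-III to L-V (-1.28, adjusted p = 0.114, range 3.76e-28 to 0.114), photosynthesis from L-III to L-IV (-0.85, adjusted p = 0.202, range 1.26e-23 to 0.202), photosynthesis from L-III to L-V (-1.51, adjusted p = 0.098, range 1.61e-45 to 0.098), regulation of defense response from L-III to L-V (0.87, adjusted p = 0.076, range 3.94e-10 to 0.076), response to chitin from C-I to C-II (1.71, adjusted p = 0.0504, range 5.79e-24 to 0.0504), response to chitin from L-III to L-V (0.98, adjusted p = 0.0732, range 6.18e-22 to 0.0732), response to red light from L-III to L-V (-1.49, adjusted p = 0.1, range 1.8e-27 to 0.1), nitrogen transporters from C-I to C-III (0.71, adjusted p = 0.0949, range 3e-05 to 0.0949), nitrogen transporters from L-I to L-V (0.45, adjusted p = 0.221) and phosphate transporters from C-I to C-III (0.91, adjusted p = 0.0817, range 0.000187 to 0.0817). The rotation test fry asks about a list alone, without the comparison with other transcripts that camera makes. With fry in place of camera, the direction held but the limit was missed by photosynthesis from L-III to L-IV (-0.85, adjusted p = 0.112). The limit was newly passed by SAG homologs from C-I to C-III (0.17, adjusted p = 0.00122, range 0.00122 to 0.586), beta-amylase from C-II to C-III (0.37, adjusted p = 0.00945, range 0.00945 to 0.59), nitrate transporters from C-I to C-II (0.73, adjusted p = 0.000313, range 0.000313 to 0.165) and phosphate transporters from L-I to L-V (0.28, adjusted p = 0.0293, range 0.0293 to 0.237).

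With voom weights on the recovered reads, the direction held but the limit was missed by nitrogen transporters from L-I to L-V (0.0687, adjusted p = 0.0989). Values that moved were transcripts from L-IV to L-V (10) and leaf profile 7 (1269). With libraries thinned to the shallowest, the direction held but the limit was missed by the whole-course difference of lipid metabolic process (1.02, adjusted p = 0.2), the whole-course difference of secondary cell wall biogenesis (1.40, adjusted p = 0.292) and the whole-course difference of xylan biosynthetic process (4.26, adjusted p = 0.2). The limit was newly passed by SAG homologs from L-I to L-V (0.50, adjusted p = 0.0346). Values that moved were transcripts differing between the tissues early (4229), transcripts differing between the tissues late (836), transcripts from L-II to L-III (612), nitrogen transporters falling in leaf (5), leaf profile 1 (136), the early overlap of the tissues (2322) and the late overlap of the tissues (185).

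By construction, the filters test fewer transcripts, thinning leaves fewer reads, fits of the compared stages hold fewer libraries, and calls by adjusted p drop the limit on fold change. For the other changes the cause was not tested.

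In the fits that each left out 1 library, the values below ran from the lowest to the highest, with the library left out in parentheses. Counts ran for cotyledon profile 5 from 247 (C-III replicate 3) to 510 (C-II replicate 2), for cotyledon profile 7 from 721 (C-III replicate 2) to 1244 (C-I replicate 1), for the late overlap of the tissues from 111 (L-IV replicate 2) to 415 (L-III replicate 2), for the percent of the late overlap with the same direction from 86.2 (L-IV replicate 1) to 93.3 (L-III replicate 3), for the percent of the early overlap with the same direction from 92.6 (L-I replicate 1) to 94.1 (C-I replicate 1), for transcripts from L-II to L-III from 420 (L-II replicate 2) to 1163 (L-I replicate 1), for transcripts from L-II to L-IV from 3451 (L-IV replicate 2) to 5768 (L-II replicate 3), for transcripts from L-III to L-IV from 371 (L-IV replicate 2) to 1827 (L-III replicate 2). Further counts ran for transcripts from L-III to L-V from 1357 (L-V replicate 1) to 3806 (L-V replicate 3), for transcripts from L-IV to L-V from 1 (L-IV replicate 2) to 320 (L-V replicate 3), for leaf profile 1 from 134 (L-III replicate 1) to 337 (L-V replicate 1), for leaf profile 2 from 2930 (L-I replicate 3) to 4566 (L-V replicate 1), for leaf profile 10 from 98 (L-IV replicate 2) to 280 (L-V replicate 1), for nitrogen transporters falling in leaf from 6 (L-I replicate 3) to 10 (L-I replicate 1), for transcripts differing between the tissues late from 719 (L-IV replicate 2) to 1707 (L-V replicate 1). Medians ran for nitrogen transporters from L-I to L-V from 0.11 (L-I replicate 1) to 1.08 (L-I replicate 2), for nitrate transporters from L-I to L-V from -0.91 (L-I replicate 1) to 0.35 (L-V replicate 3), for potassium transporters from L-I to L-V from -0.00577 (L-I replicate 2) to 0.18 (L-V replicate 2), for SAG homologs from L-I to L-V from 0.34 (L-V replicate 1) to 0.55 (L-I replicate 2), for the late difference of WRKY family from -2.10 (L-III replicate 2) to -1.61 (L-III replicate 3), for the whole-course difference of secondary cell wall biogenesis from 2.15 (C-I replicate 1) to 3.08 (C-I replicate 3), for the whole-course difference of xylan biosynthetic process from 2.34 (C-I replicate 1) to 3.44 (C-I replicate 3), for Glyma07g35630.1 from L-III to L-IV from -0.17 (L-IV replicate 1) to 0.82 (L-IV replicate 3). The cause was not tested.

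Replicate numbers were not treated as pairs. Residuals of libraries with the same number had a mean correlation of 1.19e-05 over 9 pairs in cotyledon, 0 of them over 0.1, and of -0.0145 over 30 pairs in leaf, 3 of them over 0.1.

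Libraries were also regrouped among the stages of a tissue. As many differentially expressed transcripts were found in 1 of the 100 splits in cotyledon and 1 of the 100 in leaf, in each case the real one, and the largest other counts were 15535 and 8750. Counts of called senescence-associated homologs, NAC, WRKY and GRAS genes and sulfate and nitrogen transporters were each reached in 1 of 100 splits in each tissue. The late and the early overlap of the tissues were each reached in 1 of 100 splits. Of each of the 13 pairs of stages, 1 of the 10 splits of the 6 libraries gave as many transcripts, the smallest share that 10 splits allow, so by rank alone the question stays open for single pairs. The largest other counts were 0 for each cotyledon pair and at most 12 in leaf, and 1 against the real 25 for L-IV to L-V. Camera at its preset correlation was less strict. In 5 of 100 cotyledon splits as many lists were past the limit as the 15 of the real grouping, with a median of 10 in the others, and in 4 of 100 leaf splits as many as 25, with a median of 16. With the estimated correlation this was 1 of 100 splits in each tissue, with 9 lists in cotyledon and 16 in leaf. Calls of lists that were lost with the estimated correlation therefore rest on the preset value.

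On simulated reads with the depth of these libraries, 174 of 200 transcripts with a 4-fold change were called with the right sign in cotyledon and 178 of 200 in leaf, and 200 of 200 with a 16-fold change in each. Of unchanged transcripts, 2 and 17 were called beside the 4-fold changes, and 0 between 2 unchanged stages. The changed transcripts were drawn from those with a mean normalized count of at least 10. All transcripts of a tissue shared 1 dispersion, 0.0148 in cotyledon and 0.0455 in leaf. Transcripts near the read limit, outlying libraries and changes in a large share of transcripts were not simulated, so these rates do not cover them. Depth limits the transcripts counted as present in 1 tissue only, since their order between the tissues reversed with thinned libraries.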

Differences from the paper's values

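Settings named below as closing a gap were set before the data were examined unless marked as chosen after seeing the values, and the alternatives not named did not close it. A gap is called closed where the value here lies within 1.5-fold of the paper's, which can leave a large part of the distance. The paper's counts are of genes called by both DESeq and EdgeR, and those here come from limma alone. Whether this accounts for any gap was not tested.

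In the leaf 17991 genes were differentially expressed against the paper's 9500. The gap closed with a pseudocount of 5 (12189) and a mean normalized count of at least 10 (10872). Of the senescence-associated homologs, 53.8% were called in leaf against the paper's 31%. This gap closed with a pseudocount of 5 (44.3), a mean normalized count of at least 10 (44.3) and a fit without L-I replicate 1 (46.2). Of the NAC list, which holds 176 distinct genes against the 236 in the paper's text, 85 genes were called in leaf against the paper's 38, and only a mean normalized count of at least 10 (52) closed the gap. Rising NAC genes, counted here between any pair of stages, numbered 59 in leaf against the paper's 23, and 43 in both tissues against the paper's 8. The paper counts NAC genes upregulated during senescence, so these quantities, and those for cotyledon below, are not the same. For the leaf and shared counts, none of the alternatives set before the data were examined closed the gap. In cotyledon 63 rose against the paper's 40. The gap closed with a pseudocount of 5 (49), a mean normalized count of at least 10 (49), a fit without C-I replicate 1 (59), a fit without C-III replicate 1 (58) and a fit without C-III replicate 2 (57), and with libraries thinned to the shallowest (56), which was chosen after seeing the values.

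Cotyledon profile 2 held 8477 transcripts against the paper's 3469, a gap closed by a mean normalized count of at least 10 (4916). The paper describes its 3469 as decreasing from C-I to C-II. Here 7348 transcripts were called as falling between these stages, so profile 2 is not quite the same quantity. Leaf profile 5 held 349 against the paper's 49, and leaf profile 6 575 against the paper's 70. For both, none of the alternatives set before the data were examined closed the gap. The paper counts genes in its profiles. By gene, chosen after seeing the values, these 3 profiles held 7038, 345 and 530, which closed none of the gaps. The first principal component of the leaf held 49.5% of the variance against the paper's about 76% in Additional file 3, read by eye. By that measure the gap closed with a pseudocount of 5, which changed the value little (52.0). With the 500 most variable transcripts it nearly reached the paper's (76.1). In the cotyledon the same setting moved the first component from 61.8% to 87.1%, past the paper's about 73%.

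Reads per library ran in leaf from 1852184 to 6887154 against the paper's 5000000 to 18000000, and in cotyledon from 2163050 to 20839594 against the paper's 5000000 to 54000000. The values here count reads kept after alignment and the paper's count sequenced reads. No alternative applies to them.

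Between pairs of stages, the paper's counts come from Additional file 10. Its caption speaks of genes, but its count for C-I to C-III exceeds the paper's total of differentially expressed cotyledon genes, so the unit is uncertain. The counts here are first given by transcript. From C-II to C-III 4580 transcripts were differentially expressed against the paper's 2983. The gap closed with a pseudocount of 0.1 (3703), a pseudocount of 5 (2841), no filter on low counts (4344), a mean normalized count of at least 10 (3521), only the compared stages in the fit (3857), the replicate number as a block (4470), values summed by gene (3927), a fit without C-I replicate 3 (4306), a fit without C-II replicate 2 (4005), a fit without C-II replicate 3 (3946), a fit without C-III replicate 1 (3803), a fit without C-III replicate 2 (3839) and a fit without C-III replicate 3 (3626), and with the deposited variance-stabilized values (4026) and libraries thinned to the shallowest (3391), the latter 2 chosen after seeing the values. From L-I, 7511 were by L-II against the paper's 2003, where none of the alternatives set before the data were examined closed the gap. By L-III 11029 were against the paper's 4306, closed by a mean normalized count of at least 10 (6245). By L-IV 14316 were against the paper's 7479, closed by a pseudocount of 5 (9369) and a mean normalized count of at least 10 (8142). By L-V 15840 were against the paper's 8344, closed by a pseudocount of 5 (10231) and a mean normalized count of at least 10 (9233). From L-II, 980 were by L-III against the paper's 326, closed by a fit without L-II replicate 2 (420). For L-IV the count was 5238 against the paper's 2463, closed by a pseudocount of 5 (3590), a fit without L-II replicate 2 (3573) and a fit without L-IV replicate 2 (3451). For L-V it was 7321 against the paper's 3306, closed by a pseudocount of 5 (4625) and only the compared stages in the fit (3617). From L-III, 1292 were by L-IV against the paper's 278, closed by only the compared stages in the fit (336) and a fit without L-IV replicate 2 (371). By L-V 3004 were against the paper's 869, and none of the alternatives set before the data were examined closed the gap. With only the compared stages in the fit the count fell under the paper's, to 278 from L-III to L-V and 30 from L-II to L-III. Counted by gene, chosen after seeing the values, the gap from C-II to C-III also closed (4078). The others stayed, with 6821, 9784, 12433 and 13640 genes from L-I, 926, 4751 and 6537 from L-II, and 1205 and 2734 from L-III.

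The late overlap of the tissues held 317 transcripts against the paper's 80, closed by only the compared stages in the fit (87) and a fit without L-IV replicate 2 (111). The early overlap held 3560 against the paper's 1030, and none of the alternatives set before the data were examined closed the gap. By gene, chosen after seeing the values, the overlaps held 288 and 3230, and both gaps stayed. The 1.5-fold limit is too wide to flag a gap between high percentages. Of the late overlap 90.9% shared a direction against the paper's 99.0%, and at most 93.3% in any setting or fit leaving out 1 library. For the early overlap this was 93.5% against the paper's over 95%, and at most 94.4%.

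The paper ranks the cotyledon above the leaf in the number of differentially expressed genes, and here the leaf had more. The counts in cotyledon and leaf were 16709 and 17991 genes. The paper's order held with a mean normalized count of at least 10 (11651 and 10872), with only the compared stages in the fit (16357 and 15788), with adjusted p alone (25247 and 22789), without replicate 1 of L-I (16709 and 16535) and without replicate 3 of L-I (16709 and 16360). It also held with voom weights (18083 and 17482), chosen after seeing the values.

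In the paper's list sheets 3 genes are called in a way not found here, and they were chosen after their values were seen. The senescence-associated homolog Glyma12g04340 is listed in a falling cotyledon profile, and here it rose, as in all other settings. The nitrate transporter Glyma02g02620 is listed as falling at L-V. It was not called here, except as falling without replicate 1 of L-I. The potassium transporter Glyma15g17080 is listed as rising in cotyledon. It was not called here but rose with a pseudocount of 0.1, TMM factors in place of the authors' size factors, calls by adjusted p alone, a fit without C-I replicate 1, a fit without C-I replicate 3 and a fit without C-II replicate 3, and with thinned libraries, chosen after seeing the values.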

Other observations

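In this part, the test of timing for the WRKY genes, of another stage for replicate 1 of L-V and of the columns of Additional file 6 were chosen only after the result was seen.

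The WRKY genes changed by different amounts in the tissues one by one, and as a set the difference was open. From C-II to C-III their median log2 fold change was 0.10 and from L-III to L-IV 1.86, with a median difference of -1.95. Of 65 transcripts 90.8% changed by less in cotyledon, and 16 differed singly. As a set the difference was outside the limit with the estimated correlation (adjusted p = 0.206 over 60 tests, 0.113 to 0.359 over the alternatives) and far past it at the preset one (2.67e-18). Without replicate 2 of L-III it was just past the limit with the estimated correlation (median -2.10, adjusted p = 0.0499). In the first steps of the tissues the sign was opposite, with a median difference of 1.47 (adjusted p = 0.359, 0.32 to 0.546 over the alternatives). Of random lists with the same change in leaf, 0.23% lay as far out in the late comparison (middle 95% -1.80 to -1.02) and 0% in the early one (-0.62 to 0.18). These lists were drawn transcript by transcript, whereas the WRKY transcripts had an estimated correlation of 0.206 with one another. The random ranges are therefore too narrow to exclude the choice of the genes on the leaf libraries as the cause. An earlier rise in cotyledon than in leaf may account for both signs. Over the whole course the median difference was -0.29 (adjusted p = 0.706, 0.635 to 0.808 over the alternatives), and 0.00942 among transcripts with a mean normalized count of at least 10. Since C-I differs from the later stages in growth medium, timing and medium cannot be told apart, and neither can tissue and sequencing batch.

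Replicate 1 of L-V lay far from the other L-V libraries. Of 31163 transcripts, 379 were over 8-fold higher in it than in the others, the most of the 15 leaf libraries. The 247 over 8-fold lower did not stand out, with 581 in replicate 1 of L-I and 314 in replicate 3 of L-V. The correlation of replicate 1 of L-V with the other L-V libraries was the lowest of the 15 leaf libraries (0.867). It alone held 21 transcripts at 100 normalized counts or more that were at most at 3 reads in each other leaf library. Depth is argued against, since with thinned leaf libraries 413 were over 8-fold higher, against at most 323 in any other. Material from C-I cotyledons is argued against as well. Of 48 transcripts abundant at C-I and absent from the other leaf libraries, 1 had over 3 reads in it. For C-II this was 1 of 3 and for C-III 5 of 18, the highest with 564 reads. Material from C-III therefore stays open, and 3 transcripts are too few to judge C-II. Another stage under its name is argued against by its distance of 199 from the mean of the other L-V libraries, while the nearest other stage was 225 away. Replicate 3 of L-V and replicate 2 of L-III, by contrast, lay nearest to L-IV.

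A leaf further advanced in senescence is a candidate explanation. The transcripts far higher in this library rose from C-II to C-III by a median of 1.24 (77.1% of 353, middle 95% of random lists -0.07 to 0.10) and from L-III to L-IV by 0.69. Those far lower changed by -0.69 and -0.43. The lists were less clear. Against the other L-V libraries the photosynthesis list differed by a median of -0.94 (random -0.12 to 0.14). The NAC list (0.22, random -0.17 to 0.22) and the senescence-associated homologs (0.16, random -0.13 to 0.20) lay within random transcripts. Stress or infection of that plant was not tested, and C-III material was not excluded. An older leaf and other causes therefore cannot be told apart by the lists.

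The columns of Additional file 6 were matched to the libraries within a tolerance of 0.001. In its cotyledon sheet of differentially expressed genes, the column named for the average of C-I equals replicate 3 of C-III for 49 of 49 genes. The column for C-II equals the mean of C-I and the column for C-III the mean of C-II, each for 49 of 49. The leaf columns equal the means of their own stages for 35 of 35 genes. The columns of the cotyledon sheet therefore likely hold other libraries than their names say.

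As sequenced, 5059 transcripts were expressed only in cotyledon and 2642 only in leaf, and depth is a possible explanation. With every library thinned to the shallowest, 3122 were expressed only in cotyledon and 5970 only in leaf. Without thinning the order held, with 9242 and 1168 at 10 reads in every stage, 3151 and 2627 at 3 reads in some stage, and 5590 and 3748 at a mean normalized count of at least 10. Normalized counts were scaled separately in the tissues, so the last limit is not the same in both. A difference between the tissues was not tested apart from depth, the number of stages and sequencing batch.

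The paper's own calls in its list sheets were mostly called here too. In cotyledon and leaf these were 54 of 54 and 38 of 38 NAC genes, 46 of 46 and 34 of 34 senescence-associated homologs, 19 of 19 and 15 of 16 nitrogen, 11 of 11 and 10 of 10 phosphate, 16 of 17 and 10 of 10 potassium and 24 of 24 and 15 of 15 sulfate transporters. By the profiles in Additional file 11, 51 NAC genes rise in cotyledon, 28 in leaf and 21 in both.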
